# Natural killer cells are required for the recruitment of CD8+ T cells and the efficacy of immune checkpoint blockade in melanoma brain metastases

**DOI:** 10.1136/jitc-2024-009522

**Published:** 2024-11-17

**Authors:** Christopher Fife, Jennifer Williams, Fiona James, Scott Gregory, Tereza Andreou, Ashley Sunderland, Clive McKimmie, Rebecca J Brownlie, Robert J Salmond, Samuel Heaton, Fiona Errington-Mais, Zarnaz Hadi, David R Westhead, Marlous Hall, Alexander Davie, Amber Emmett, Mihaela Lorger

**Keywords:** Melanoma, Central Nervous System Cancer, Immune Checkpoint Inhibitor, Immunotherapy, Natural killer - NK

## Abstract

**Background** Brain metastases (BrM) affect up to 60% of patients with metastatic melanoma and are associated with poor prognosis. While combined immune checkpoint blockade of programmed death-1 (PD-1) and cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) demonstrates intracranial efficacy in a proportion of patients with melanoma, the responses are rarely durable, particularly in patients with symptomatic BrM. The brain is an immune-specialized organ and immune responses are regulated differently to the periphery.

**Methods** Using our previously established two-site model of melanoma BrM with concomitant intracranial and extracranial tumors, in which clinically observed efficacy of the combined PD-1/CTLA-4 (PC) blockade can be reproduced, we here explored the role of natural killer (NK) cells in BrM, using functional studies, immunophenotyping and molecular profiling.

**Results** We demonstrate that NK cells are required for the intracranial efficacy of PC blockade. While both perforin and interferon gamma were necessary for the PC blockade-dependent control of intracranial tumor growth, NK cells isolated from intracranial tumors demonstrated only a limited cancer cell killing ability, and PC blockade did not alter the abundance of NK cells within tumors. However, the depletion of NK cells in PC blockade-treated mice led to tumor molecular profiles reminiscent of those observed in intracranial tumors that failed to respond to therapy. Furthermore, the depletion of NK cells resulted in a strikingly reduced abundance of CD8+ T cells within intracranial tumors, while the abundance of other immune cell populations including CD4+ T cells, macrophages and microglia remained unaltered. Adoptive T cell transfer experiments demonstrated that PC blockade-induced trafficking of CD8+ T cells to intracranial tumors was chemokine-dependent. In line with this, PC blockade enhanced intratumoral expression of several T cell-attracting chemokines and we observed high expression levels of cognate chemokine receptors on BrM-infiltrating CD8+ T cells in mice, as well as in human BrM. Importantly, the depletion of NK cells strikingly reduced the intratumoral expression levels of T cell attracting chemokines and vascular T cell entry receptors that were upregulated following PC blockade.

**Conclusion** Our data demonstrate that NK cells underpin the efficacy of PC blockade in BrM by orchestrating the "responder" molecular profile in tumors, and by controlling the intratumoral abundance of CD8+ T cells through regulation of multiple key molecular mediators of T cell trafficking.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- Combined programmed death-1 (PD-1)/cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) (PC) blockade demonstrates intracranial efficacy in select patients with melanoma and brain metastases (BrM) as well as in preclinical models, and this requires CD8+T cells. In contrast, the role of natural killer (NK) cells in antitumor immune responses as well as in the efficacy of immune checkpoint blockade (ICB) in BrM remain unexplored, and only a limited number of studies investigated the involvement of NK cells in ICB at extracranial sites.

**WHAT THIS STUDY ADDS**

- This study demonstrates that NK cells are required for the efficacy of combined PC blockade in BrM. The role of NK cells in intracranial ICB efficacy goes beyond direct cancer cell killing and involves reshaping of tumors into “responder” molecular profiles and recruitment of CD8+ T cells via intratumoral chemokine upregulation.

**HOW THIS STUDY MAY AFFECT RESEARCH, PRACTICE OR POLICY**

- By revealing NK cells as major players in the intracranial ICB efficacy in melanoma, this study is expected to stimulate future investigations into NK cell-focused therapies for the enhancement of ICB efficacy in BrM.

## Introduction

 Metastatic melanoma has a high risk of spreading to the brain, with up to 60% of patients developing brain metastases (BrM), which are associated with poor prognosis.^1^ Treatment options for melanoma BrM have been previously restricted to radiotherapy, surgery, and select targeted therapies, with immunotherapies targeting immune checkpoints being recent additions.^2^ Programmed death-1 (PD-1) and cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) are immune checkpoints expressed predominantly on T cells and their inhibition with function-blocking antibodies can enhance antitumor T cell responses.^3 4^ Antibodies targeting CTLA-4 (ipilimumab) and PD-1 (nivolumab, pembrolizumab) have shown great promise for the treatment of different cancers, including melanoma.^5^ A combined targeting of CTLA-4 and PD-1 in treatment-naïve patients with melanoma with BrM demonstrated a 45–55% intracranial response rate, which was significantly higher as compared with the anti-PD-1 monotherapy (∼25% intracranial response rate).^6 7^ However, the response rate is significantly lower in patients with symptomatic BrM and the responses are rarely durable.^8 9^ It is therefore important to understand what drives the intracranial efficacy of immune checkpoint blockade (ICB), to enable the development of strategies for enhanced ICB activity in BrM.

The brain has an immune-specialized status with limited immune responses.^10^ In line with this, we have previously demonstrated a lack of intracranial ICB efficacy in mice bearing intracranial tumors only, while mice bearing concomitant intracranial and extracranial tumors demonstrated similar intracranial response rates to ICB as observed in patients with melanoma.^11^ Thus, mimicking the clinically observed intracranial ICB efficacy in preclinical models requires the concomitant presence of an extracranial tumor,^11^,^13^ which is needed to establish systemic antitumor immune responses following ICB.^11^ Of note, extracranial lesions, most commonly skin metastases, are also commonly observed in patients with melanoma BrM, and therefore this “two-site” model of BrM mimics the clinical situation.

Most studies to date have focused on T cells as mediators of antitumor response unleashed by ICB. While PD-1 and CTLA-4 on T cells are well explored, their role in other immune cell types is less well understood. In addition to T cells, PD-1 is also expressed in a subpopulation of tumor-infiltrating natural killer (NK) cells in mouse models and in human cancers. Its interaction with programmed death-ligand 1 (PD-L1) has been shown to inhibit NK cell antitumor function, including direct cytotoxicity and cytokine production, and this can be rescued through PD-1/PD-L1 blockade in preclinical models and patient-derived tissue.^14^,^17^ This implies PD-1 as an important immune checkpoint on NK cells. In comparison, the role of CTLA-4 in NK cells is less explored, with only a few studies reporting CTLA-4 surface expression on cancer-associated NK cells in mouse models^18^ and in patients with cancer.^19 20^ CTLA-4 expression on NK cells can be induced through NK cell activation with cytokines or target cells, and it inhibits the antitumor activity of NK cells.^18^,^20^ Recent studies have shown that NK cells are required for the efficacy of anti-PD-L1 monotherapy and combined PD-1/CTLA-4 (PC) blockade in subcutaneous tumor models,^14 21^ while the role of NK cells in ICB in the context of the immune-specialized microenvironment of BrM remains unknown.

We have previously demonstrated that intracranial efficacy of combined PC blockade requires systemic expansion of effector CD8+ T cells followed by their homing to BrM.^11^ In addition, we observed that NK cells were also required to extend the BrM-dependent survival following combined PC blockade in a two-site melanoma BrM model.^11^ In the present study we investigated how NK cells contribute to the intracranial efficacy of ICB in the brain. We focused on combined PC blockade because it shows superior intracranial efficacy in patients with melanoma as compared with monotherapies.^7^ We demonstrate a key role for NK cells that goes beyond cytotoxicity and direct cancer cell killing.

## Methods

### Animals and two-site BrM model

Six to 10-week-old male and female C57BL/6J, C57BL/6-*Prf1^tm1Sdz^*/J (Jax stock 002407) and B6.129S7-*Ifng^tm1Ts^*/J (Jax stock 002287) mice were purchased from Charles River Laboratories, UK, and maintained in a special pathogen-free facility in individually ventilated cages. Mice were acclimatized for 7 days prior to procedures. Sizzle nest and plastic domes were used as environmental enrichment.

B16 F1 or B16-OVA melanoma cells (2×10^5^) were subcutaneously injected on the flank to generate extracranial tumors. B16 F1 or B16-OVA cells (1×10^5^ or 1×10^4^) were intracranially injected into the striatum (2 mm right of the midline, 2 mm anterior of the bregma, 2.5 mm deep) to generate intracranial tumors. To exclude the time of day of implantation as a potential confounder, the order of implantation was alternated between the experimental groups.

Analgesics were administered prior to surgery and at 24 hours postsurgery. Mice were monitored daily (and up to three times per day in the last 2 days of experiments) for neurological symptoms, as well as undergrooming and reduced activity as general signs of compromised health. Throughout the experiment, extracranial tumor growth was quantified by caliper measurement by a blinded researcher. Intracranial tumor growth was quantified by non-invasive bioluminescence imaging using IVIS Spectrum and Living Image software (PerkinElmer). D-Luciferin (Tocris) was injected intraperitoneally and mice were imaged 12 min later. Mice were initially randomized into groups based on the litter identity and sex. Prior to the commencement of ICB treatment, and to ensure equal distribution of tumor burden across groups, mice were randomized into groups based on their intracranial bioluminescent signals to ensure comparable distribution of tumor burden across groups prior to therapy. Thus, the experimental unit was a single animal.

In some experiments, NK cell depletion was achieved through intraperitoneal administration of anti-Asialo-GM1 (Cedarlane) or anti-NK1.1 (Bio X Cell) at 100 µg/mouse every 4 days, as indicated. Anti-PD-1 (RMP1-14), anti-CTLA-4 (9D9), and immunoglobulin G (IgG) control (MPC11) were purchased from Bio X Cell and administered intraperitoneally at 200 µg per mouse, as indicated.

We compared the control group (IgG treated) to the therapy group (treated with a combined anti-PD-1 plus anti-CTLA-4) and a group of treated mice in which NK cells were depleted, as specified in the results section.

### Cell lines and in vitro culture

B16 F1 (B16) melanoma cells were obtained from the American Type Culture Collection. B16 OVA cells^22^ were generously donated by R Vile, Mayo Clinic, Rochester, Minnesota USA. Mycoplasma testing was routinely performed every 6 months. B16 and B16-OVA cells were cultured in Dulbecco’s Modified Eagle’s Medium (Sigma-Aldrich) supplemented with 10% fetal bovine serum (FBS) (Gibco), 1 × L-glutamine (Gibco), and 1 × penicillin-streptomycin (Gibco). Cancer cells were stably transduced with a Firefly luciferase (Fluc)-expressing lentiviral vector^23^ to generate B16/Fluc and B16-OVA/Fluc cell lines. YAC-1 cells were cultured in RPMI-1640 medium (Sigma) supplemented with 10% FBS (Gibco), 1 × L-glutamine (Gibco), and 1 × penicillin-streptomycin (Gibco).

### NK cell isolation and ^51^Chromium release assays to quantify NK cell cytotoxicity

Mice were treated with PC on days 4 and 6 post-intracranial implantation of B16-OVA/Fluc melanoma cells. NK cells were isolated from intracranial tumors 2 days after the last therapeutic dose. CD3+ T cells were depleted from cell suspension obtained following tumor dissociation via magnetic cell sorting using CD3e depletion kit (Miltenyi 130-094-973), followed by isolation of NK cells using CD49b (DX5) positive selection kit (Miltenyi 130-052-501).

B16-OVA or YAC-1 target cells were harvested and labeled with 100 µCi ^51^Chromium (^51^Cr)/10^6^ cells (PerkinElmer) for 1 hour at 37°C. Following incubation with ^51^Cr, target cells were washed three times in PBS by centrifugation and resuspended in RPMI-1640 containing 5% FBS and L-glutamine (complete RPMI-1640).

2,000 ^51^Cr-labeled B16-OVA or YAC-1 cells, respectively, were mixed with 40,000 isolated NK cells (1:20 ratio) in RPMI-1640 complete medium in round-bottom 96-well plates in a final volume of 150 µL and incubated for 4 hours at 37°C in a tissue culture incubator. Spontaneous release controls were established using target cells alone in a complete RPMI-1640 medium. Maximum ^51^Cr release was measured by culturing target cells alone in 1% Triton-X-100 (Sigma-Aldrich) in a complete RPMI-1640 medium. Following incubation, cells were pelleted and 50 µL of each supernatant was transferred to a LumaPlate (PerkinElmer) and left to dry overnight. The level of ^51^Cr in the supernatant was then measured using a MicroBeta scintillation counter (PerkinElmer) and the percentage of target cell lysis was calculated using the following formula (cpm: counts per minute): % lysis = 100 × (sample cpm—spontaneous cpm)/(maximum cpm—spontaneous cpm).

### RNA isolation, generation of sequencing libraries and mRNA-seq

RNA was isolated from dissociated tumor tissue using the RNAqueous Total RNA Isolation Kit (Ambion) as per the manufacturer’s instructions.

Sequencing library generation, messenger RNA sequencing (mRNA-seq) and data analysis were performed by Novogene. A total amount of 2 µg RNA/sample was used as the input material. mRNA was purified from total RNA using poly-A oligo-attached magnetic beads. After fragmentation, the first strand complementary DNA (cDNA) was synthesized using random hexamer primers, followed by the second strand cDNA synthesis. End repair, A-tailing, adaptor ligation, size selection, amplification and purification were performed.

Libraries were quantified with qubit and the size distribution was detected by Bioanalyzer. Quantified libraries were pooled. The clustering of the index-coded samples was performed according to the manufacturer’s instructions. Following cluster generation, the library preparations were sequenced on Illumina NovaSeq 6000 and paired-end reads were generated.

### mRNA-seq data analysis

Raw mRNA-seq FASTQ reads were quality checked and filtered using an in-house perl script, discarding reads with adaptor contamination, low quality (Q<5 constituting more than 50% of the read), and over 10% uncertain nucleotides (n>10%). Filtered paired-end reads were aligned to the mouse reference genome (Ensembl GRCm38.p6) using STAR (V.2.6.1d).^24^ Alignments were assembled to transcripts using Stringtie V.1.3.3b,^25^ and gene expression was quantified using featureCounts V.1.5.0-p3.^26^ Differential gene expression analysis was performed on raw gene expression counts using the DESeq2 R package (V.1.26.0).^27^ Genes were tested for differential expression by pairwise comparisons between the four experimental groups, each with three biological replicates. Differentially expressed genes were also identified between the CD8H group versus the three other groups. P values were adjusted by Benjamini-Hochberg correction, and genes with p value≤0.05 and false discovery rate (FDR)≤0.05 were identified as differentially expressed. Differentially expressed genes were hierarchically clustered by z-score log2 (FPKM+1) values and visualized as a heatmap using the pheatmap R package.

Differentially expressed genes were ranked by their log2 fold change and subjected to Gene Set Enrichment Analysis (GSEA) with the Kyoto Encyclopedia of Genes and Genomes (KEGG) reference database, using an online tool WEB-based GEne SeT AnaLysis Toolkit,^28^ with a FDR cut-off value of≤0.05 to identify significantly enriched pathways.

Genes enriched in the KEGG pathway “natural killer cell mediated cytotoxicity” (n=46) were selected for functional protein association analysis using the STRING database.^29^ The confidence threshold for edges between two nodes, representing shared protein–protein associations was maintained at the default level of 0.4 (medium confidence).

### Human BrM tissue

Clinical samples and associated clinical data were collected at the Leeds General Infirmary, The Leeds Teaching Hospitals Trust, and sourced from the Leeds Multidisciplinary Research Tissue Bank (REC reference: 20/YH/0103) and Leeds Neuropathology Research Tissue Bank (REC reference: 20/YH/0109).

### Statistical analysis

We used power calculations to determine group sizes, using bioluminescence signal intensity or immune cell percentages as a primary outcome measure.

Statistical analyses were carried out using GraphPad Prism V.10 (GraphPad Software). Outliers were identified using the ROUT method and removed. Shapiro-Wilk tests were used to assess the normality of data for each experiment. Differences in samples were determined using unpaired two-tailed t-tests (pairwise comparisons) and one-way analysis of variance with a pairwise comparison of median values (multiple comparisons) for normally distributed data and unpaired Mann-Whitney tests (pairwise comparisons) and Kruskal-Wallis tests with a pairwise comparison of median values (multiple comparisons) for non-normally distributed data. Data were plotted with error bars based on the standard deviation (SD). The number of biological replicates for each experiment is stated in figure legends alongside the type of analyses conducted.

Further methods can be found under online supplemental materials.

## Results

### NK cells are critical for the intracranial efficacy of ICB

We first confirmed by flow cytometry that NK cells can be detected in patient melanoma BrM obtained from two different patients (1.18% and 1.45% of intratumoral CD45+ cells, respectively), with majority of NK cells expressing the activation markers NKp46 (76.4% and 88.1% of NK cells, respectively) and CD69 (93.2% and 98.2% of NK cells, respectively) (online supplemental file 1A), as well as in intracranial tumors in the two-site BrM model established with B16 melanoma cells (online supplemental figure 1B). Using the same two-site BrM model, we previously demonstrated that depletion of NK cells with anti-Asialo-GM-1 antibody resulted in a complete loss of PC-induced survival advantage.^11^ To strengthen these findings regarding the requirement of NK cells for the intracranial efficacy of PC blockade, we here used a different NK cell depletion strategy and depleted NK cells using anti-NK1.1 antibody (figure 1A). Immune cells were analyzed by flow cytometry (online supplemental figure 1B) to confirm successful NK cell depletion within tumors (figure 1B), which resulted in a significantly increased intracranial tumor burden following PC blockade in comparison to mice treated in the absence of NK cell depletion (figure 1C). This involved depletion of NK cells prior to tumor initiation and throughout treatment. In contrast, we next sought to determine whether NK cells are required for ICB efficacy specifically during treatment by depleting NK cells following administration of the first dose of PC blockade (figure 1D and E). To enable a longer experimental timeline that can accommodate tumor growth in the brain and PC blockade prior to NK cell depletion, we implanted a lower number of cancer cells (figure 1D). We observed that a significant reduction in tumor burden, detected following PC blockade in comparison to IgG control group, was lost when NK cells were depleted in treated mice (figure 1F and G), demonstrating that NK cells are required for ICB-dependent control of intracranial tumor growth.

**Figure 1:**
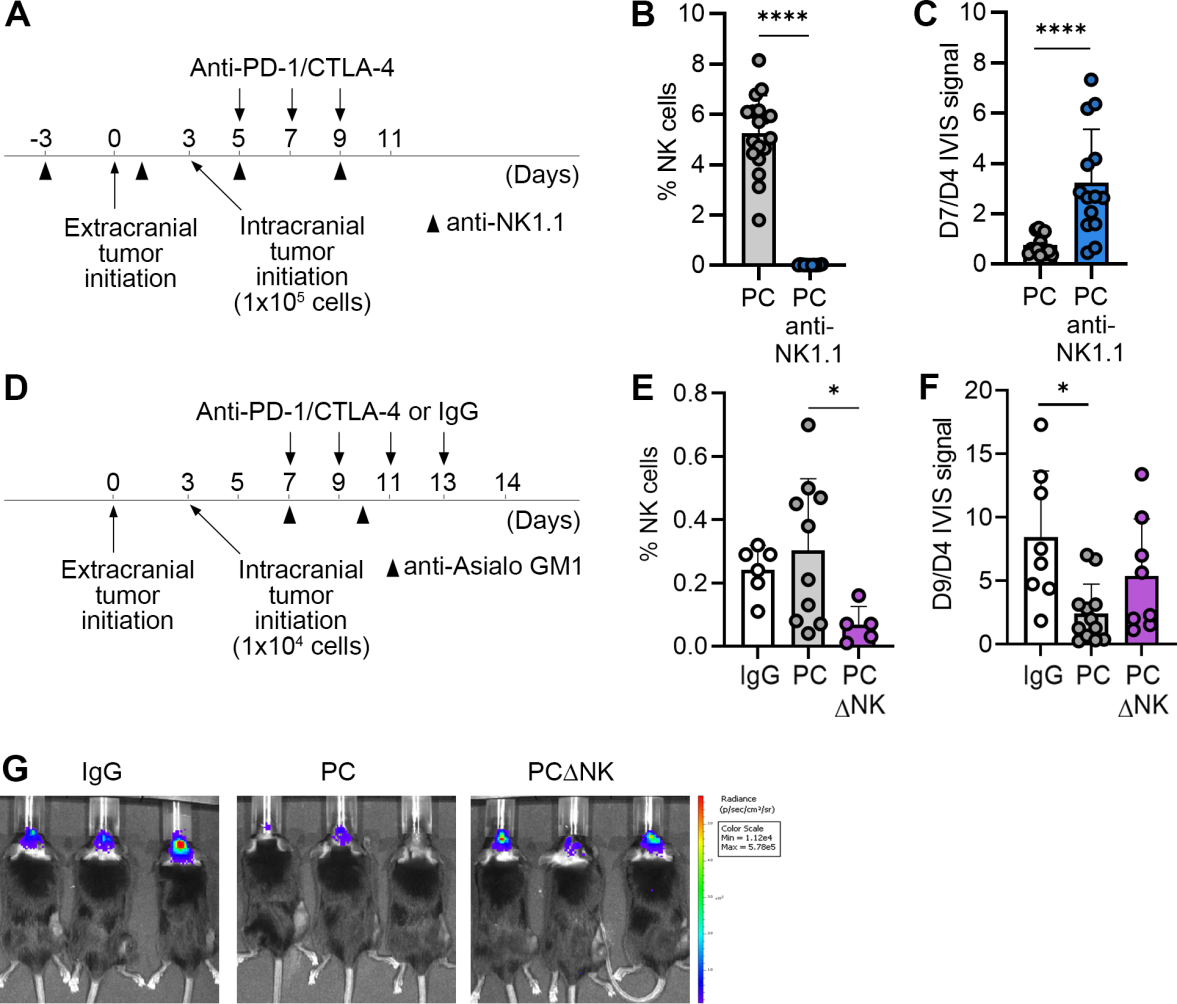
Depletion of NK cells results in a loss of intracranial ICB efficacy. (**A**) Experimental scheme for experiments shown in **B** and **C**. The timeline for implantation of B16-OVA (s.c.) and B16-OVA/Fluc (intracranial) cancer cells in the two-site BrM model, therapeutic schedule, and schedule for administration of anti-NK1.1 antibodies for depletion of NK cells are indicated. (**B**) Quantification of NK cells within intracranial tumors by flow cytometry (n=16/18 for PC and PC anti-NK1.1, respectively). Combined data from two independent experiments are shown. NK depletion in the PC anti-NK1.1 group (blue) was performed throughout the experiment, as indicated in **A**. (**C**) Quantification of intracranial B16-OVA/Fluc tumor burden via bioluminescence imaging (n=14/14 for PC and PC anti-NK1.1, respectively). Data from two independent experiments were combined. Fold change in bioluminescence signal intensity between days 7 and 4 post-intracranial cancer cell implantation, corresponding to days 10 and 7 of the experimental timeline (eg, pretreatment/post-treatment with PC) is shown. NK depletion in the PC anti-NK1.1 group (blue) was performed throughout the experiment, as indicated in **A**. (**D**) Experimental timeline for experiments shown in **E–G**, including schedule for administration of anti-Asialo-GM-1 antibodies for depletion of NK cells post-first therapeutic dose. (**E**) Quantification of NK cells within intracranial tumors by flow cytometry (n=6/10/5 for IgG, PC and PCΔNK, respectively). NK depletion in the PCΔNK group (purple) was performed after the first treatment dose, as indicated in **D**. (**F**) Quantification of intracranial B16-OVA/Fluc tumor burden via bioluminescence imaging (n=8/12/8 for IgG, PC and PCΔNK, respectively). Fold change in bioluminescence signal intensity between days 9 and 4, corresponding to days 12 and 7 of the experimental timeline (eg, pretreatment/post-treatment with PC) is shown. NK depletion in the PCΔNK group (purple) was performed after the first treatment dose, as indicated in **D**. (**G**) Representative bioluminescence images of mice from experiment following the timeline shown in **D**. Statistical differences were determined by Mann-Whitney test (**B and C**), one-way ANOVA (**E**) and unpaired Kruskal-Wallis test with pairwise comparison of mean values (**F**); *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. ANOVA, analysis of variance; BrM, brain metastases; CTLA-4, cytotoxic T-lymphocyte-associated protein 4; Fluc, Firefly luciferase; ICB, immune checkpoint blockade; IgG, immunoglobulin G; NK, natural killer; PC, PD-1/CTLA-4; PD-1, programmed death-1; s.c., subcutaneous.

### Mechanisms of cancer cell killing in BrM following PC blockade

To determine the mechanisms used by lymphocytes to kill cancer cells in BrM following ICB, we investigated whether perforin (Prf) and interferon gamma (IFNγ) are required for the intracranial efficacy of PC blockade. Tumor burden in the IgG-treated control groups were comparable between Prf knock-out (ko) and wild type (wt) mice (figure 2A–C), suggesting that Prf is dispensable for the baseline control of intracranial tumor growth. However, while we observed a significant reduction in intracranial tumor burden in PC treated as compared with IgG control-treated wt mice, this effect was lost in Prf ko mice (figure 2A–C), demonstrating that Prf is required for the intracranial PC efficacy. In contrast to Prf ko, a significantly increased tumor burden was observed in the IgG control-treated IFNγ ko mice as compared with the IgG-treated wt mice (figure 2D–F). Furthermore, in IFNγ ko mice, PC therapy failed to reduce intracranial tumor burden (figure 2D–F). This indicated that IFNγ is required for the control of tumor growth in the context of ICB, as well as under baseline conditions in the absence of therapy. These data demonstrated that lymphocytes employ the perforin/granzyme system, and possibly IFNγ, to kill B16 melanoma tumors in the brain following PC blockade, with IFNγ potentially exerting other additional effects that contribute to the ICB-dependent tumor control.

**Figure 2:**
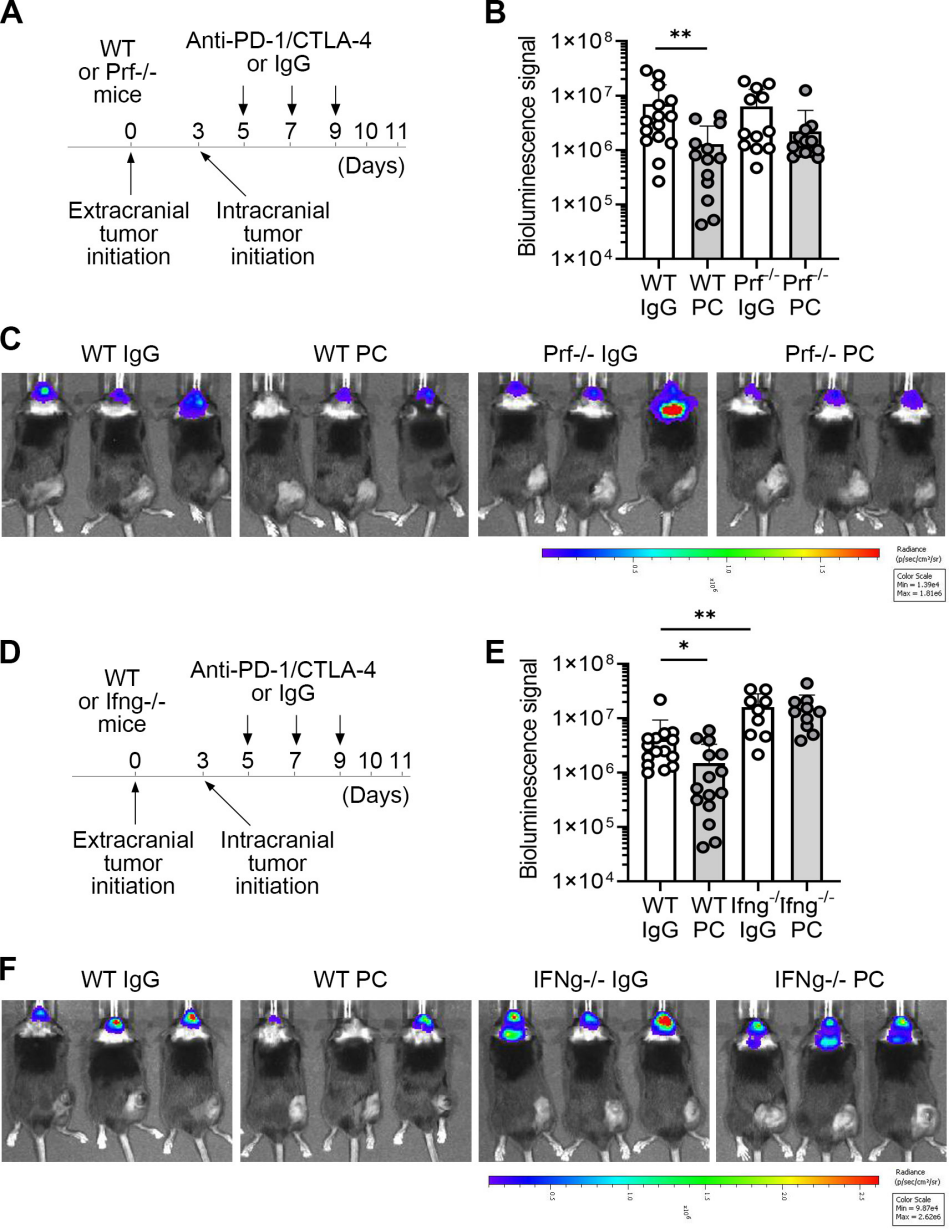
Intracranial ICB efficacy requires perforin and IFNγ. (**A**) Experimental timeline for the experiments shown in **B–C**, using wt and Prf1−/− mice. (**B**) Quantification of intracranial B16-OVA/Fluc tumor burden via bioluminescence imaging on day 10 (n=15/13/12/13 for wt IgG, wt PC, Prf1−/− IgG and Prf1−/− PC, respectively). Combined data from two independent experiments are shown. (**C**) Representative bioluminescence images for experiments shown in **B**. (**D**) Experimental timeline for the experiments shown in **E–F**, using wt and Ifng−/− mice. (**E**) Quantification of intracranial B16-OVA/Fluc tumor burden via bioluminescence imaging on day 10 (n=15/15/9/10 for wt IgG, wt PC, Ifng−/− IgG and Ifng−/− PC, respectively). Combined data from two independent experiments are shown. (**F**) Representative bioluminescence images for experiments shown in **E**. Significant differences between groups of interest in **B** and **E** were determined by unpaired Mann-Whitney test; *p≤0.05, **p≤0.01. CTLA-4, cytotoxic T-lymphocyte-associated protein 4; Fluc, Firefly luciferase; ICB, immune checkpoint blockade; IFNγ, interferon gamma; IgG, immunoglobulin G; PC, PD-1/CTLA-4; PD-1, programmed death-1; Prf, perforin; wt, wild type.

To determine whether NK cells are directly involved in cancer cell killing in BrM, we performed an ex vivo killing assay. To this end, NK cells were isolated from intracranial B16 melanoma tumors after only two doses of PC blockade (figure 3A), to avoid therapy-induced tumor shrinkage and insufficient tumor material for downstream processing, as well as to avoid potential NK cell exhaustion. Isolated NK cells were mixed with ^51^Cr-labeled cancer cells, followed by the quantification of chromium release 4 hours later (figure 3A; online supplemental figure 2A). While brain tumor-derived NK cells efficiently killed a known NK target cell line YAC-1 (58.6±6.7%), only a low percentage of B16 cancer cell killing was observed (9.5±2.4%) (figure 3B). Because an increase in NK cell numbers following therapy could contribute to enhanced cancer cell killing despite low cytotoxicity, we next quantified NK cells in tumors by flow cytometry. In line with our previous findings,^11^ PC blockade significantly increased the abundance of intratumoral CD8+ T cells (online supplemental figure 2B). In contrast, no increase in the abundance of intratumoral NK cells was observed in PC treated versus IgG-treated control mice (online supplemental figure 2C). These findings, together with the low direct cytotoxicity of NK cells towards B16 melanoma cells pointed to CD8+ T cells as the main cytotoxic effector lymphocytes in our model and suggested that direct cancer cell killing is unlikely to be the only mechanism via which NK cells contribute to the intracranial ICB efficacy.

**Figure 3:**
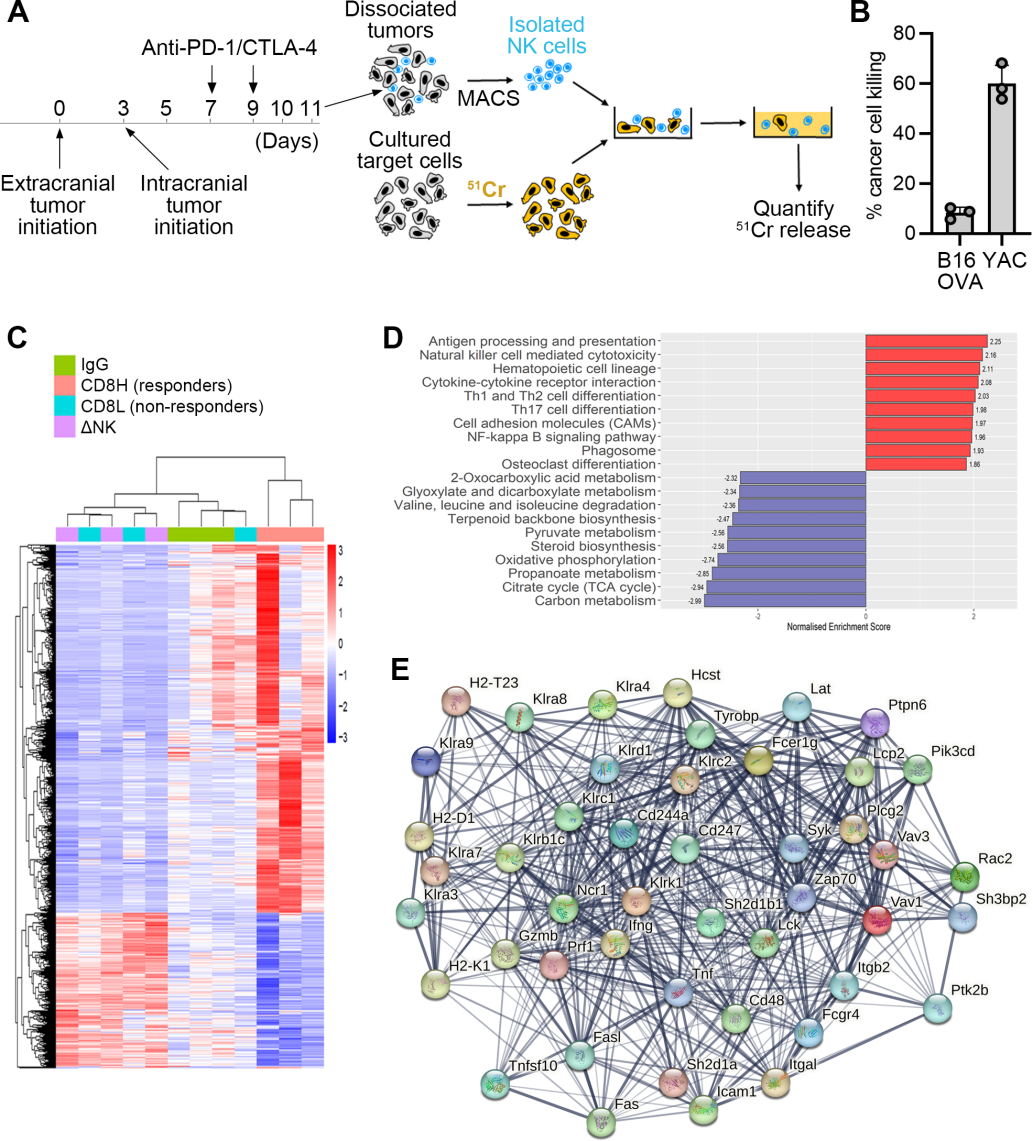
NK cell cytotoxicity and NK cell-dependent changes in tumor molecular profiles. (**A**) Experimental scheme for the isolation of NK cells from intracranial B16-OVA tumors and chromium release assay to measure NK cell-mediated killing. (**B**) Quantification of target cell killing by NK cells isolated from intracranial tumors of PC blockade treated mice, as depicted in **A**. (**C**) Unsupervised hierarchical clustering and heatmap of differentially expressed genes in bulk intracranial tumors isolated from mice on day 11 of the experimental timeline shown in **A**. NK cells were depleted using anti-Asialo-GM-1 antibody throughout the experiment. Heatmap shows the union of differentially expressed genes between all pairwise comparisons. (**D**) Top enriched KEGG terms (gene set enrichment analysis; GSEA) found to be up (red) or downregulated (blue) between CD8H intracranial tumors (responders) and the other three experimental groups, including non-responding tumors (CD8L), NK cell depleted tumors (ΔNK) and IgG control (n=3). (**E**) STRING network analysis of genes differentially expressed in KEGG term “Natural killer cell mediated cytotoxicity” from GSEA shown in **E**. Each edge in the network represents a shared association to a biological pathway between two nodes, with larger weights (increasing thickness) representing higher confidence in interaction score. ^51^Cr, ^51^Chromium; CTLA-4, cytotoxic T-lymphocyte-associated protein 4; IgG, immunoglobulin G; KEGG, Kyoto Encyclopedia of Genes and Genomes; MACS, Magnetic Activated Cell Sorting; NK, natural killer; PC, PD-1/CTLA-4; PD-1, programmed death-1.

### Depletion of NK cells results in tumor molecular profiles reminiscent of a failed response to PC blockade

As our data suggested that direct cancer cell killing is unlikely to be the only mechanism through which NK cells mediate the intracranial efficacy of ICB, we next investigated how NK cell depletion affects the overall tumor molecular profiles. To this end, tumors were isolated from control IgG-treated mice, PC-treated mice, and mice treated with PC blockade following NK cell depletion. Notably, we observed a significant correlation between the percentage of CD8+T cells within tumors and the therapeutic efficacy, as measured by the reduction in intracranial tumor burden post-therapy (online supplemental figure 2D). This enabled us to separate mice in the PC group further into responders (characterized by high CD8+ T cell infiltration; CD8H) and non-responders (characterized by low CD8+ T cell infiltration; CD8L) (online supplemental figure 3A).

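Transcripts of the NK cell receptor genes Ncr1 and Klrb1c were near 0 counts in the tumors of mice given the depleting antibody. Ncr1 (ENSMUSG00000062524), which encodes the activating receptor NKp46, lies on chromosome 7 of GRCm38 from 4337724 to 4345164. It was counted 113 times over the 3 IgG tumors, 59 times over the 3 CD8L tumors, 168 times over the 3 CD8H tumors and 2 times over the 3 NK cell-depleted tumors. At equal depth, the IgG tumors held 55.3 times the Ncr1 counts of the NK cell-depleted tumors, with an exact 95% interval of 15.0 to 462 that covers counting error only. Klrb1c (ENSMUSG00000030325), a lectin-like NK cell receptor on chromosome 6 from 128778485 to 128789215, was counted 148, 109, 182 and 3 times over the same groups. Its count in the IgG tumors was 48.3 times that in the NK cell-depleted tumors (exact 95% interval 16.2 to 237). Of 22 NK cell receptor genes, listed before the data were examined, 9 had 3 or fewer counts over the NK cell-depleted tumors. The mean log2 CPM of these genes was -1.68, -2.76 and -2.07 in the 3 NK cell-depleted tumors and ranged from -0.74 to 2.71 in the 9 other tumors. The tumors grew in the brain from implanted mouse melanoma cells that express ovalbumin. The sample labels and the legend of Fig. 3 name B16-OVA. The submitters' design text for these samples names B16-OVA for the flank and B16-OVA/Fluc, a line that also expresses firefly luciferase, for the brain, and the paper's methods for the same dosing schedule name B16-OVA/Fluc. Tumors of 3 separate mice were sequenced in each of 4 groups. IgG mice received control antibody, CD8L and CD8H mice received PC blockade, and NK cell-depleted (ΔNK) mice received PC blockade with anti-Asialo-GM-1 antibody. The study separated CD8L from CD8H by the abundance of CD8+ T cells in these tumors, so T cell genes are no independent evidence of a difference between them. Each blocking antibody was given at 200 µg per mouse and dose and the depleting antibody at 100 µg. For PC blockade the paper gives 2 doses, on days 4 and 6 after intracranial implantation, and the submitters' design text gives days 5 and 7. Both give isolation on day 8. The legend of Fig. 3 states that NK cells were depleted throughout the experiment. The labels and the design text name the depleting antibody anti-Asialo-GM2. Polyadenylated RNA of dissociated tumor tissue was sequenced from both ends, and the authors aligned the reads to GRCm38.p6 with STAR and counted them per gene with featureCounts. Total counts were 16977351 to 21288843 (median 19228231) per IgG tumor, 18037533 to 26416214 (median 20524978) per CD8L tumor, 19060520 to 22440107 (median 21462522) per CD8H tumor and 16336993 to 23707901 (median 19770285) per NK cell-depleted tumor. Of 54532 genes in the table, 17320 passed a filter on low counts and were tested with edgeR's quasi-likelihood test after TMM normalization, with all 12 tumors in 1 fit. A gene was called differentially expressed at a p and a Benjamini-Hochberg adjusted p of at most 0.05. Genes of the Klra, H2-Q, Gzm and Gbp families resemble each other in sequence, so the counts of single members are uncertain.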

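Transcripts of Cd8a, Gbp2b, Prf1 and Gzmb were higher, and those of Col9a1, Hapln1 and Insig1 lower, in CD8H tumors than in the mean of the other 3 groups. Cd8a (ENSMUSG00000053977), which encodes the alpha chain of the CD8 coreceptor on chromosome 6 of GRCm38 from 71373427 to 71379173, was 70.5 ± 47.5 CPM (SD, n = 3) in CD8H tumors. It was 5.40 ± 2.76 CPM in IgG, 4.35 ± 2.53 CPM in CD8L and 0.562 ± 0.508 CPM in NK cell-depleted tumors. This is a log2 fold change of 4.87 against the mean of the 3 other groups (standard error 0.49, edgeR adjusted p = 0.000566). The abundance of CD8+ T cells defined CD8H and CD8L tumors, so Cd8a and Cd8b1 are no independent evidence of a difference between them. Gbp2b (ENSMUSG00000040264), an interferon-induced GTPase on chromosome 3 from 142594847 to 142619179, showed the largest rise among genes with a mean log2 CPM of at least 2 and no overlap between CD8H and the other tumors, at 5.77 (standard error 0.64). Klrc1, Cd8b1, Prf1, Pdcd1, Gzmb and Cxcr6 followed with log2 fold changes of 5.15, 4.96, 4.77, 4.68, 4.65 and 4.56. The largest falls by the same rule were in Cbr2 (-3.19), in Col9a1 (-3.07) and Col10a1 (-2.75), which encode collagens, and in Hapln1 (-2.53), which encodes a hyaluronan link protein. They were followed by Gm34425 (-2.49), Dhrs2 (-2.31), Insig1 (-1.87), a regulator of sterol synthesis, and Cyp26b1 (-1.80). Hapln1 (ENSMUSG00000021613, chromosome 13 from 89539796 to 89611652) was 43.1 ± 9.28 CPM in CD8H tumors against 169.1 ± 38.4 in IgG, 227.5 ± 103 in CD8L and 403.6 ± 63.2 CPM in NK cell-depleted tumors. In all, 4551 of 17320 genes were called by edgeR, 2495 higher and 2056 lower in CD8H tumors, and 7210 had an unadjusted p of at most 0.05 where chance gives 866. CD8H tumors did not overlap the 9 other tumors in 3408 genes (19.7% of those tested, where chance gives 0.909%). The number called was 2695 without CD8H tumor 2 and 7061 without CD8L tumor 3, and limma voom called 7099. In complete-linkage clustering of z-scored log2(FPKM + 1) over the 5292 genes called in any of 6 pairwise comparisons, the 3 CD8H tumors formed a branch of their own at the first division. The mean Euclidean distance of CD8H tumors was 108.7 to IgG, 127.7 to CD8L and 163.1 to NK cell-depleted tumors, against 78.2 among themselves. These genes were selected for differing between the groups, but over all 17320 tested genes the CD8H tumors stood apart as well. With 1 minus the Pearson correlation as the distance, or after regression on the mean of neuron markers, IgG tumor 1 joined the CD8H branch.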

Analysis of tumors by mRNA-seq, followed by differential gene expression analysis and unsupervised hierarchical clustering, revealed significantly distinct molecular profiles of CD8H tumors responding to ICB as compared with the other three experimental groups (figure 3C). CD8H tumors were characterized by enrichment of pathways related to antigen processing and presentation, NK cell-mediated cytotoxicity, cytokine–cytokine receptor interaction, and NF-kappa B signaling pathway, as demonstrated by GSEA of KEGG pathways on differential expression between CD8H tumors and tumors from the other three groups (figure 3D**;** online supplemental figure 3D,E). 

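Of 13 genes of MHC class II presentation all 13 were higher in CD8H tumors against the mean of the 3 other groups, also when adjusted over the list alone, with a median log2 fold change of 2.92 (adjusted p = 0.158 with an estimated correlation). H2-Aa, a class II chain, rose by 3.26 (standard error 0.46, edgeR adjusted p = 0.00108). Cd74 (ENSMUSG00000024610), the invariant chain that accompanies class II molecules, lies on chromosome 18 of GRCm38 from 60803848 to 60812646 and was 2377 ± 1014 CPM (SD, n = 3) in CD8H tumors, 475.6 ± 163 in IgG, 337 ± 94.4 in CD8L and 75.9 ± 71.3 CPM in NK cell-depleted tumors. In the same comparison 9 of 9 B cell, 17 of 19 macrophage and 8 of 12 dendritic cell markers were higher (9, 18 and 9 adjusted over the list alone), with medians of 2.67, 1.73 and 2.19 (adjusted p = 0.108, 0.166 and 0.166 with an estimated correlation). Of 22 genes of MHC class I presentation 19 were higher and 1 lower, over all genes and when adjusted over the list alone, with a median of 1.77 (adjusted p = 0.194 with an estimated correlation). The gene that fell is Canx (-0.46), a chaperone of the endoplasmic reticulum, and those that rose include H2-M3 (log2 fold change 2.38, standard error 0.26, edgeR adjusted p = 0.000566) and Psmb8, a subunit of the immunoproteasome (2.89, standard error 0.40, edgeR adjusted p = 0.000991). Among 53 cytokines and cytokine receptors 45 were higher and 0 lower (47 and 0 adjusted over the list alone), with a median of 2.23 (adjusted p = 0.108 with an estimated correlation). Il2rg, the common gamma chain of several interleukin receptors, rose by 2.19 and the costimulatory receptor Cd27 by 3.55. Of 50 genes of NF-kappa B signaling 33 were higher and 1 lower (36 and 3 adjusted over the list alone), with a median of 1.03 (adjusted p = 0.190 with an estimated correlation). The members with the smallest p were Lat (3.10) and Zap70 (3.37), adaptor and kinase of T cell receptor signaling, Tnfsf13b (2.89), a B cell survival factor, and Traf1 (2.64). Of 28 chemokines 13 were higher (15 adjusted over the list alone, median 1.69, adjusted p = 0.167 with an estimated correlation), led by Ccl5 and Ccl3. Of 16 chemokine receptors 15 were higher and 1 lower, the same adjusted over the list alone (median 2.53, adjusted p = 0.108 with an estimated correlation), with Cxcr6 highest among those with the smallest p and Ccr10 (-0.96) the gene that fell. Of 6 vascular T cell entry receptors 5 were higher (5 adjusted over the list alone, median 1.4, adjusted p = 0.167 with an estimated correlation), with Vcam1 at 2.57, Icam1 at 2.16, Alcam at 1.42, Selp at 1.37 and Icam2 at 0.67, and Sele at 0.76 (edgeR adjusted p = 0.181) did not pass. Over IgG tumors alone edgeR called 0 of the 13 class II and 0 of the 22 class I genes (13 and 12 higher adjusted over the list alone, median 2.05 and 1.29, adjusted p = 0.213 and 0.249 with an estimated correlation). There it called 3 cytokine receptors, Il2rg, Il12rb1 and Tnfrsf4, and 2 NF-kappa B genes, Nfkbia and Lat (38 higher, and 29 higher and 1 lower, adjusted over the list alone, median 1.53 and 0.90, adjusted p = 0.141 and 0.213 with an estimated correlation). It also called 2 chemokines, Ccl3 and Ccl5, 1 chemokine receptor, Cxcr6, and 0 entry receptors (6 higher, 10 higher and 1 lower, and 2 higher adjusted over the list alone, median 1.21, 1.59 and 0.88, adjusted p = 0.213, 0.141 and 0.249 with an estimated correlation), and all of these were named after their values were seen.
Of 21 genes of sterol and terpenoid backbone synthesis 16 were lower (18 adjusted over the list alone, median -1.08, adjusted p = 0.167 with an estimated correlation). Lss (ENSMUSG00000033105), lanosterol synthase on chromosome 10 from 76531588 to 76557138, was 41.9 ± 8.10 CPM in CD8H tumors and 78.7 ± 8.08, 97.6 ± 28.5 and 120.3 ± 13.7 CPM in IgG, CD8L and NK cell-depleted tumors. Of 24 citrate cycle genes 20 were lower (24 adjusted over the list alone, median -0.59, adjusted p = 0.205 with an estimated correlation), with Acly, which makes cytosolic acetyl-CoA, at -1.02. Of 70 genes of oxidative phosphorylation 24 were lower (46 adjusted over the list alone, median -0.44, adjusted p = 0.364 with an estimated correlation), and of 21 genes of branched-chain amino acid and propanoate metabolism 12 were lower (15 adjusted over the list alone, median -0.39, adjusted p = 0.207 with an estimated correlation). The mean of the oxidative phosphorylation list was 7.02, 6.39 and 6.82 log2 CPM in CD8H tumors 1, 2 and 3. In IgG tumors it was 7.10, 6.91 and 7.06, so CD8H tumor 1 lay within the IgG range. Ndufb5 and Atp5a1 lost their calls without CD8H tumor 2. Brain cell markers also differed among the tumors. The mean log2 CPM of 18 neuron markers was 2.39, 6.95 and 3.92 in the 3 CD8H tumors, 2.38, 5.78 and 5.43 in IgG, 2.54, 2.72 and 5.10 in CD8L and 2.43, 2.06 and 3.91 in NK cell-depleted tumors. Of the neuron markers 1, Adora2a, was higher in CD8H tumors (0 adjusted over the list alone, median 1.52, adjusted p = 0.810 with an estimated correlation), as were 1 of 11 astrocyte markers, Sox9 (0 adjusted over the list alone, median 1.07, adjusted p = 0.462) and 1 of 14 oligodendrocyte markers, Aspa (0 adjusted over the list alone, median 1.24, adjusted p = 0.782). Of 17 melanocyte lineage markers 1, Kit, was higher and 4, Oca2, Tyrp1, Slc24a5 and Rab27a, were lower (1 and 7 adjusted over the list alone, median -0.25, adjusted p = 0.425 with an estimated correlation). Tyrp1 (-0.78) lost its call without any 1 of IgG tumors 2 and 3, CD8L tumors 1 and 2, CD8H tumor 2 and ΔNK tumors 1, 2 and 3, and Slc24a5 (-0.59) without any 1 of the same tumors other than ΔNK tumor 2. With a preset correlation of 0.01 between genes, camera called 20 of 34 lists higher and 6 lower in CD8H tumors, and with an estimated correlation it called 0 in any of the 8 comparisons. GSEA of the called genes ranked by fold change, by permutation of genes, gave adjusted p = 0.00939 for MHC class I and 0.00448 for NF-kappa B signaling. By the same GSEA, the lists of MHC class II, NK cell receptors, cytotoxic effectors and cytokines also passed in camera's direction, where it gave a value. So did the citrate cycle, oxidative phosphorylation, sterol and branched-chain amino acid lists.

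**Figure D1:**
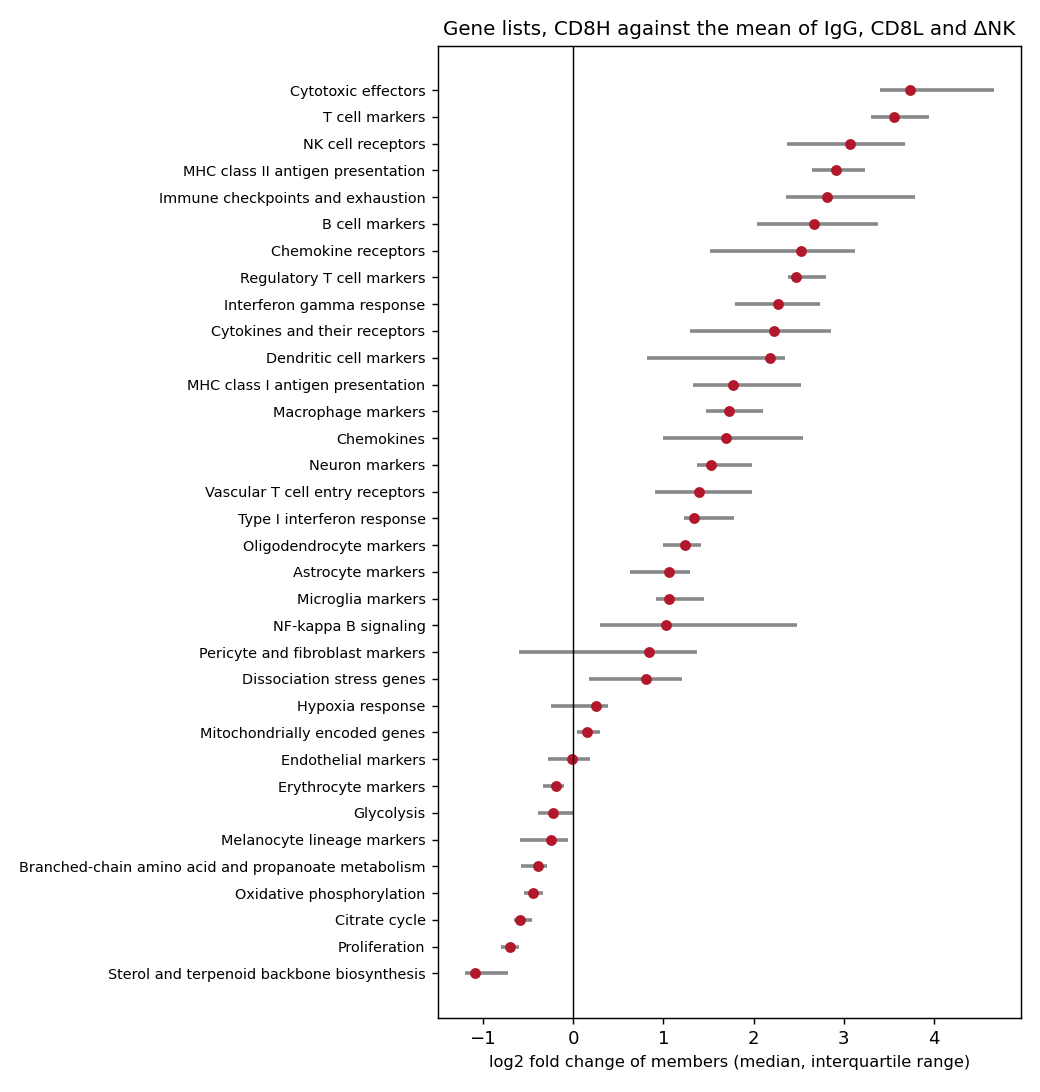
Median log2 fold change (points) and interquartile range (bars) of the tested members of 34 gene lists, CD8H tumors against the mean of the IgG, CD8L and ΔNK groups. Cytotoxic effectors lie highest at 3.73 and sterol and terpenoid backbone synthesis lowest at -1.08.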

Genes associated with NK cell-mediated cytotoxicity were analyzed by STRING analysis,^29^ which implements text-mining methods and hierarchical clustering of the gene network to predict protein–protein associations. These genes involved activating and inhibitory NK cell receptors, as well as the main lymphocyte effector genes, Prf1, Gzmb and IFNγ (figure 3E), which were upregulated in CD8H tumors as compared with the other 3 groups (online supplemental figure 3E). 

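NK cell receptor and effector genes were higher in CD8H tumors than in the mean of the 3 other groups. Of 22 NK cell receptor genes 21 were higher against the mean of the 3 other groups (21 adjusted over the list alone), with a median log2 fold change of 3.07 (adjusted p = 0.108 with an estimated correlation). The NK cell-depleted tumors are 1 of these 3 groups, which lowers that mean for NK cell receptor genes by design. The receptor chains Klrd1 (4.10, standard error 0.44) and Klrc1 (5.15, standard error 0.57) had an edgeR adjusted p of 0.000566 each. Of 14 cytotoxic effector genes 13 were higher (13 adjusted over the list alone, median 3.73, adjusted p = 0.108 with an estimated correlation). The paper's findings point to CD8+ T cells as the chief killer lymphocytes of this model, and CD8H tumors were chosen for these cells. The effector genes are therefore not independent of that choice. RNA of whole tumor tissue does not tell which cells the receptor transcripts came from, so the receptor genes may not be independent either. Prf1 (ENSMUSG00000037202, perforin, chromosome 10 of GRCm38 from 61297833 to 61304680) was 32.5 ± 19.9 CPM (SD, n = 3) in CD8H tumors, 3.38 ± 1.64 in IgG, 3.55 ± 1.31 in CD8L and 0.124 ± 0.171 CPM in NK cell-depleted tumors. Gzmb (ENSMUSG00000015437, granzyme B, chromosome 14 from 56258838 to 56262260) was 116.5 ± 75.3 CPM in CD8H tumors, 5.91 ± 2.87 in IgG, 8.51 ± 5.24 in CD8L and 1.93 ± 1.42 CPM in NK cell-depleted tumors. Ifng (ENSMUSG00000055170, interferon gamma, chromosome 10 from 118441046 to 118445892) was 11.0 ± 4.71 CPM in CD8H tumors, 1.16 ± 0.627 in IgG, 1.23 ± 0.748 in CD8L and 0.430 ± 0.411 CPM in NK cell-depleted tumors. Its log2 fold change against the mean of the 3 groups was 3.66 (standard error 0.58, edgeR adjusted p = 0.00182).
Against single groups, edgeR gave Prf1 log2 fold changes of 7.86 over NK cell-depleted (standard error 0.91, adjusted p = 0.000974), 3.19 over CD8L (standard error 0.69, adjusted p = 0.0224) and 3.26 over IgG tumors (standard error 0.69, adjusted p = 0.0539). For Gzmb the edgeR values were 5.89 (standard error 0.85, adjusted p = 0.0014), 3.77 (standard error 0.75, adjusted p = 0.0187) and 4.30 (standard error 0.77, adjusted p = 0.049). For Ifng the edgeR values were 4.62 (standard error 0.92, adjusted p = 0.00522), 3.14 (standard error 0.84, adjusted p = 0.0397) and 3.23 (standard error 0.85, adjusted p = 0.079). The Ifng call over CD8L tumors was lost without any 1 of IgG tumors 2 and 3, CD8L tumors 1 and 2, CD8H tumors 1 and 2 and ΔNK tumor 3, with log2 fold changes of 2.81 to 3.72 when 1 of the 12 libraries was left out. Those of Prf1 and Gzmb over CD8L tumors were lost without CD8L tumor 1 or 2 or CD8H tumor 1 (2.63 to 3.55 and 3.23 to 4.30), and that of Gzmb over IgG tumors in 9 of the 12 fits. Ncr1 was 2.62 ± 1.32 CPM in CD8H and 1.96 ± 0.787 CPM in IgG tumors, and its rise over the mean of the other groups (2.66, standard error 0.51, edgeR adjusted p = 0.00441) was lost when the 9 other tumors were coded as a single group (1.44, adjusted p = 0.268). Klrb1c (2.19 against the mean, 1.01 against the single group) and Klra7 (3.52 and 2.06) lost their calls in the same way, with edgeR adjusted p = 0.431 and 0.119. Over IgG tumors alone, edgeR called 129 genes, 100 higher and 29 lower in CD8H tumors, with 3307 at an unadjusted p of at most 0.05. They include 3 of the 14 effectors (13 adjusted over the list alone, median 2.93, adjusted p = 0.141 with an estimated correlation) and 0 of the 22 NK cell receptors (9 adjusted over the list alone, median 1.39, adjusted p = 0.213 with an estimated correlation). By smallest adjusted p (0.049), Trbv2, a T cell receptor segment, Gzmf and Gbp2b led the genes that rose over IgG and Kcnq1, Hapln1 and Prokr1 those that fell. This number was 0 without any 1 of IgG tumors 1, 2 and 3, CD8L tumors 1 and 2, CD8H tumors 1 and 2 and ΔNK tumor 1, and it was 2 without ΔNK tumor 3, 414 without CD8L tumor 3, 437 without CD8H tumor 3 and 757 without ΔNK tumor 2. DESeq2 called 2088 genes.

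**Figure D2:**
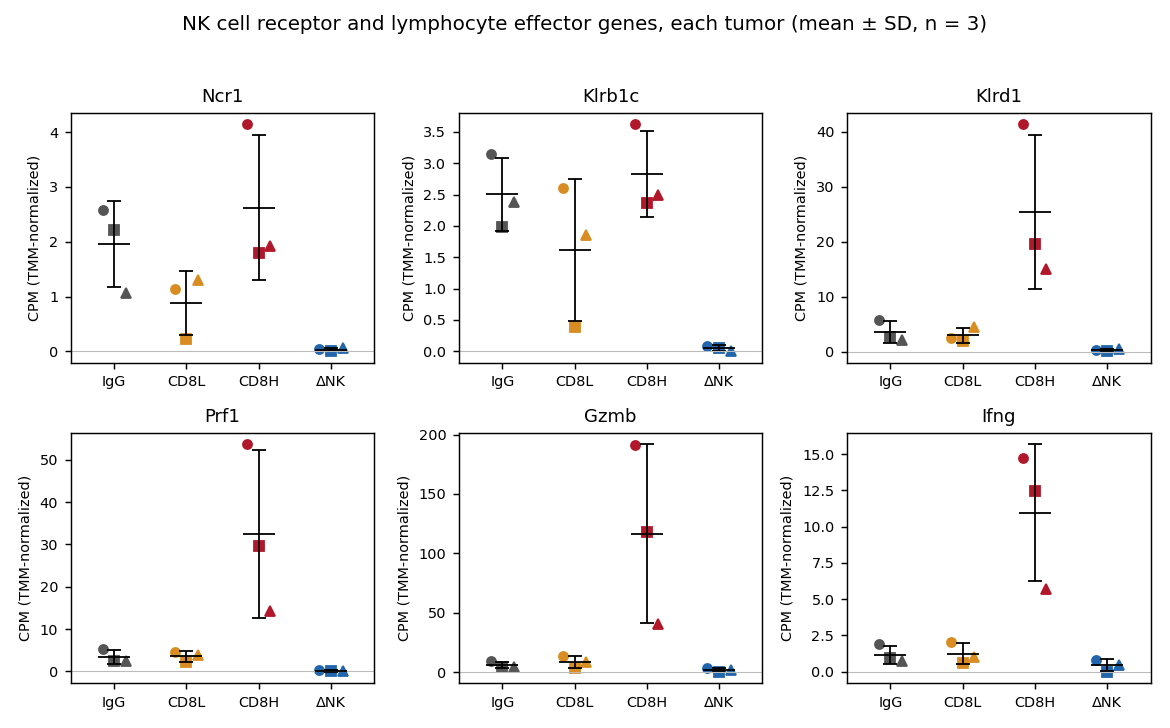
CPM of 3 NK cell receptor genes (Ncr1, Klrb1c, Klrd1) and 3 effector genes (Prf1, Gzmb, Ifng) in each tumor (circle, square and triangle for tumors 1, 2 and 3), with the mean and SD of each group. CD8H tumors lie above all others for Klrd1, Prf1, Gzmb and Ifng, and NK cell-depleted tumors lie at or near 0 for Ncr1 and Klrb1c.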

Interestingly, NK cell-depleted tumors clustered together with the CD8L tumors that failed to respond to PC, with only 40 genes being significantly differentially expressed between these two groups (online supplemental figure 3B). These genes were linked to further downregulation of pathways related to NK cell-mediated cytotoxicity and antigen processing and presentation in NK cell-depleted tumors as compared with CD8L tumors (online supplemental figure 3C). Thus, tumor molecular profiles in the absence of NK cells were very similar to tumors that failed to respond to ICB. This suggested that NK cells may be required to reshape the intracranial tumor microenvironment in a manner that supports the therapeutic response to PC blockade.

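Between NK cell-depleted and CD8L tumors edgeR called 0 of 17320 genes, with 1052 at an unadjusted p of at most 0.05 where chance gives 866. With the same filter on low counts DESeq2 called 151 genes on all 12 libraries and 17 on the 6 libraries of these groups, and with every gene of at least 1 read it called 41 on those 6. limma voom called 0. The genes nearest to a call were Klra7 and Klra8, receptors of the Ly49 family on chromosome 6 of GRCm38. Klra7 (ENSMUSG00000067599, from 130218605 to 130233322) was counted 80 times over the 3 CD8L tumors and 1 time over the 3 NK cell-depleted tumors, 72.9 times as much in CD8L tumors at equal depth (exact 95% counting interval 12.7 to 2915). Klra8 (ENSMUSG00000089727, from 130115226 to 130129898) was counted 65 times and 1 time, a ratio of 59.2 (exact 95% counting interval 10.3 to 2375). Both had an edgeR adjusted p of 0.131. Prf1 had a log2 fold change of -4.67 (standard error 0.85, edgeR adjusted p = 0.39). The 2 groups did not overlap in 1752 genes, 10.1% of those tested where chance gives 10%. In the clustering of tumors the mean distance between NK cell-depleted and CD8L tumors was 66.4, against 81.4 between NK cell-depleted and IgG tumors and 60.4 between CD8L and IgG tumors. Distances among CD8L tumors were 66.3 and among NK cell-depleted tumors 50.4. These distances are over 5292 called genes, 5250 of them called between CD8H and NK cell-depleted tumors. Over all tested genes the distance of NK cell-depleted to CD8L tumors was 0.918 of that to IgG tumors, so these distances were more alike. At 3 branches CD8L tumors 1 and 2 lay with the 3 NK cell-depleted tumors and CD8L tumor 3 with the 3 IgG tumors. With average linkage or with genes called by DESeq2 this division came at 4 branches, and over all genes IgG tumor 1 then lay with CD8L tumors 1 and 2 and the NK cell-depleted tumors. After regression on the mean of neuron markers the CD8L and NK cell-depleted tumors and IgG tumors 2 and 3 shared 1 of 3 branches. IgG tumors 2 and 3 and CD8L tumor 3 had higher means of neuron markers than the other IgG and CD8L tumors. In simulated counts with 200 changed genes, the same test recovered 34% of genes changed 2-fold and 68% of those changed 4-fold between these groups, so a low number called does not show that the groups were alike.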

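NK cell receptor and antigen presentation genes had lower values in NK cell-depleted than in CD8L tumors, although edgeR called 0 of them over all genes. DESeq2 on the 6 libraries, with every gene of at least 1 read, called 39 genes lower and 2 higher. This form and the genes named from it were chosen after the values were seen. The lower genes include Prf1 and Gzma (DESeq2 adjusted p = 8.73e-05 each), Klrk1, Klrd1, Klrc1, Klrb1c, Klra7, Klra8, H2-T10 and H2-Q5. The lists of NK cell receptors, effectors and antigen presentation were written for pathways that the paper reports from these same libraries. Counts adjusted over these lists alone are therefore no independent support for them. The depletion itself lowers NK cell receptor genes. The values that follow are by edgeR. Of 22 NK cell receptors 17 were lower adjusted over the list alone, with a median log2 fold change of -3.21 (-3.00 with the 2 genes at 0 counts set to 3 counts over the group; adjusted p = 0.0639 with an estimated correlation). Of 14 cytotoxic effectors 10 were lower adjusted over the list alone, with a median of -2.65 (-2.59 with genes at 0 counts set to 3 counts; adjusted p = 0.0690 with an estimated correlation). Gzma, a granzyme, was at -4.41 (standard error 0.81) and Ctsw, a cathepsin of cytotoxic lymphocytes, at -2.68 (standard error 0.51), each with adjusted p = 0.00144 over the list alone by edgeR. Of 22 MHC class I presentation genes 14 were lower adjusted over the list alone, with a median of -1.36 (adjusted p = 0.0718 with an estimated correlation). H2-Q6, a nonclassical class I gene on chromosome 17 of GRCm38 from 35424850 to 35430055, was 3.84 ± 2.85 CPM (SD, n = 3) in NK cell-depleted and 21.3 ± 10.8 CPM in CD8L tumors. This is a log2 fold change of -2.46 (standard error 0.61, edgeR adjusted p = 0.496 over all genes and 0.0271 over the list alone). Of 13 MHC class II presentation genes 10 were lower adjusted over the list alone, with a median of -1.79 (adjusted p = 0.0690 with an estimated correlation). Cd74 was at -2.15 (standard error 0.67, edgeR adjusted p = 0.591 over all genes). Of 53 cytokines and receptors 8 were lower adjusted over the list alone (median -0.94, adjusted p = 0.111 with an estimated correlation), with Cd27 at -2.72 and Il18r1 at -3.61. Of 16 chemokine receptors 3 were lower adjusted over the list alone (median -1.73, adjusted p = 0.0690 with an estimated correlation), and of 28 chemokines 0 (median -0.71, adjusted p = 0.263 with an estimated correlation). NF-kappa B signaling held 2 of 50 lower genes adjusted over the list alone (median -0.44, adjusted p = 0.243 with an estimated correlation). Among other lists, 11 of 20 T cell markers (median -1.95, adjusted p = 0.0690 with an estimated correlation), 19 of 28 interferon gamma response genes (median -1.71, adjusted p = 0.0690 with an estimated correlation), 5 of 12 dendritic cell markers (median -1.31, adjusted p = 0.0690 with an estimated correlation) and 0 of 19 macrophage markers (median -0.77, adjusted p = 0.231 with an estimated correlation) were lower adjusted over the list alone. The mean level of the class I list was 6.37, 4.31 and 6.20 log2 CPM in NK cell-depleted tumors 1, 2 and 3, and that of the class II list was 3.59, 0.84 and 2.53.

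**Figure D3:**
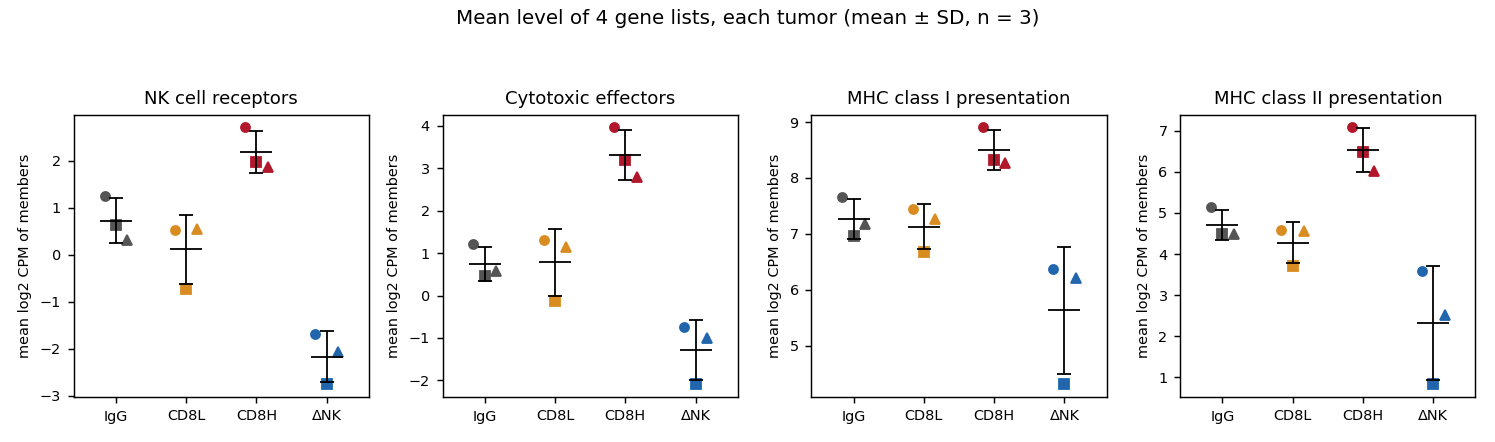
Mean log2 CPM of the members of 4 gene lists in each tumor (circle, square and triangle for tumors 1, 2 and 3), with the mean and SD of each group. NK cell-depleted tumors lie below the CD8L tumors for the class I list, where ΔNK tumor 2 lies lowest at 4.31.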

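Between CD8L and IgG tumors it called 0 of 17320 genes, with 379 at an unadjusted p of at most 0.05 where chance gives 866, and DESeq2 called 1 and limma voom 0. The median log2 fold change of CD8L against IgG tumors was -0.52 for NK cell receptors, 0.03 for cytotoxic effectors and -0.02 for MHC class I presentation, with 0 members of each called, also adjusted over the list alone (adjusted p = 0.555, 0.926 and 0.926 with an estimated correlation). Between NK cell-depleted and IgG tumors edgeR called 3 genes, all lower after depletion, with 2590 at an unadjusted p of at most 0.05. They are Klra7 and Klra8, each counted 1 time over the 3 NK cell-depleted tumors, and Scin (ENSMUSG00000002565), which encodes an actin-severing protein on chromosome 12 of GRCm38 from 40059769 to 40134228. The IgG tumors held 100.8 times the Klra7 counts of NK cell-depleted tumors at equal depth (exact 95% counting interval 17.7 to 4021) and 73.4 times the Klra8 counts (exact 95% counting interval 12.8 to 2938). Scin was 0.0702 ± 0.0306 CPM (SD, n = 3) in NK cell-depleted and 1.61 ± 0.238 CPM in IgG tumors, a log2 fold change of -4.41 (standard error 0.51, edgeR adjusted p = 0.0407). DESeq2 called 922 genes on all 12 libraries and limma voom 1374. edgeR called 0 genes without any 1 of IgG, CD8H or ΔNK tumors 1, 2 and 3 or CD8L tumor 1, and 5 without CD8L tumor 3. From the profiles of these groups the paper concludes that tumors without NK cells were very similar to tumors that failed to respond, and it proposes that NK cells may be required to reshape the tumor microenvironment for the response to PC blockade.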

### NK cells are required for the PC blockade-induced infiltration of CD8+ T cells into BrM

We next investigated how the loss of NK cells affects the composition of immune cells in the intracranial tumor microenvironment. To this end mice were treated with IgG control antibodies or PC blockade, either alone or in combination with NK cell depletion using anti-Asialo-GM-1 antibody (figure 4A). Different immune cells in tumors were quantified by flow cytometry at the endpoint (online supplemental figure 1B). While PC significantly increased the percentage of CD8+ T cells within intracranial tumors as compared with the IgG control mice, depletion of NK cells in PC treated mice reverted this phenotype and resulted in a significant reduction in intratumoral CD8+ T cells (figure 4B,C). This reduction in CD8+ T cells was local (intratumoral) rather than systemic, as no significant reduction in CD8+ T cells following NK cell depletion could be detected in the blood (figure 4D). Notably, there was no correlation between the intratumoral CD8+ T cell abundance and expression of activation markers NKp46 and CD69 on NK cells (online supplemental figure 4A,B).

**Figure 4:**
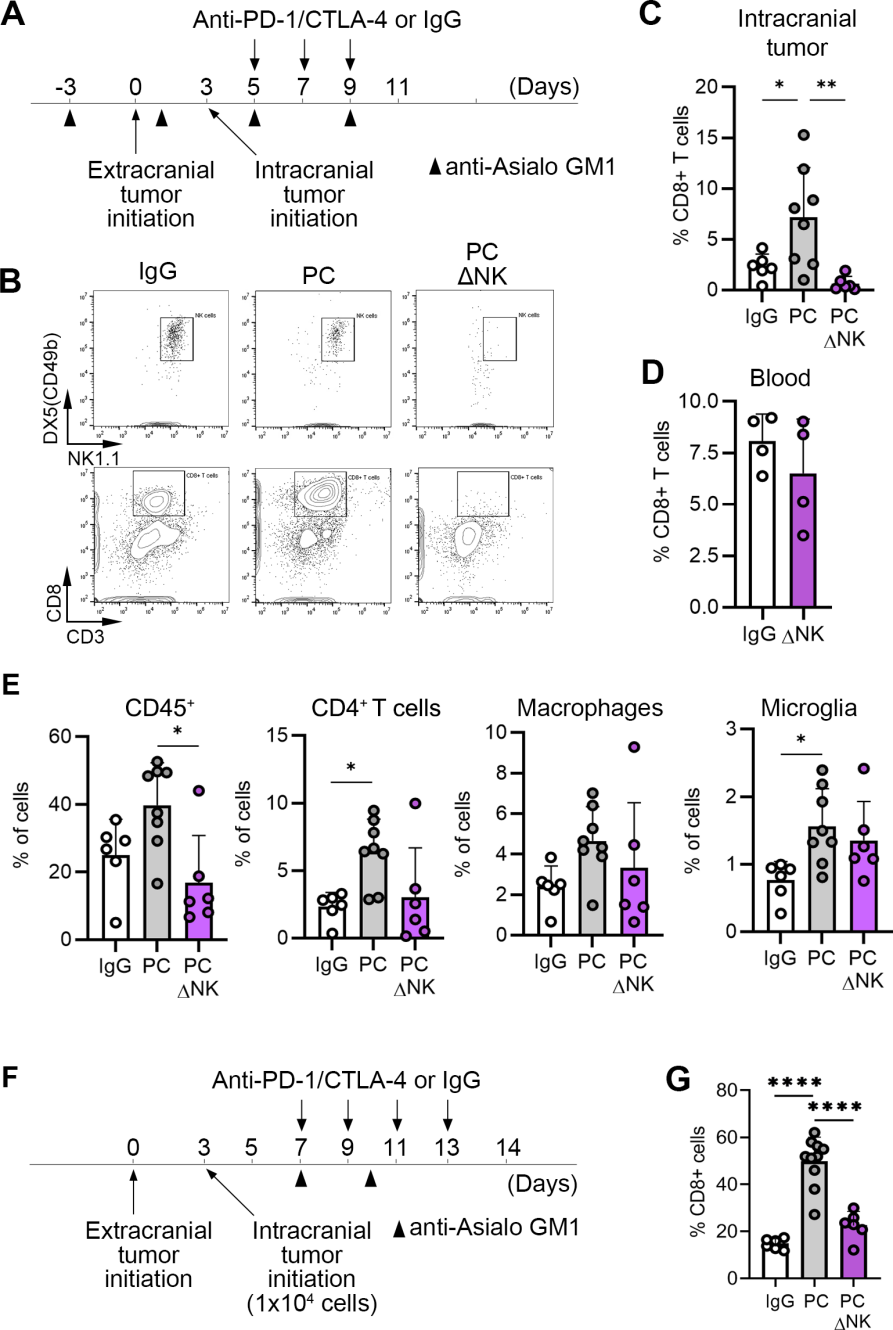
NK cells regulate the abundance of CD8+T cells in intracranial tumors. (**A**) Experimental timeline and schedule for administration of anti-Asialo-GM-1 antibodies for experiments shown in **B–E**. (**B**) Representative flow cytometry plots of NK cells and CD8+T cells in intracranial tumors at the endpoint. (**C**) Quantification of CD8+T cells in intracranial tumors (n=6/8/6 for IgG, PC and PCΔNK, respectively). One out of two representative experiments is shown. (**D**) Quantification of CD8+T cells in peripheral blood (n=4). (**E**) Quantification of CD45+cells, CD4+T cells, macrophages (CD11b+F4/80+CD45^high^) and microglia (CD11b+F4/80+CD45^low^) in intracranial tumors (n=6/8/6 for IgG, PC and PCΔNK, respectively). One out of two representative experiments is shown. (**F**) Experimental timeline and schedule for administration of anti-Asialo-GM-1 antibodies for experiment shown in **G**. (**G**) Quantification of CD8+T cells in intracranial tumors (n=6/10/6). Statistical significance in **D** was determined by unpaired two-tailed t-test. Significant differences in **C**, **E** and **G** were determined by one-way ANOVA, with exception of percentages of CD45+cells in **E**, where unpaired Kruskal-Wallis test with pairwise comparison of mean values was used; *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. ANOVA, analysis of variance; CTLA-4, cytotoxic T-lymphocyte-associated protein 4; IgG, immunoglobulin G; NK, natural killer; PC, PD-1/CTLA-4; PD-1, programmed death-1.

Depletion of NK cells also significantly reduced the overall abundance of intratumoral immune cells (CD45+) without significantly affecting the percentages of CD4+ T cells, macrophages, and microglia (figure 4E), suggesting that CD8+ T cells are the immune cell population that is most prominently regulated by NK cells.

To confirm that the observed reduction in intratumoral CD8+ T cells is NK cell-specific, we next depleted NK cells in PC-treated mice using anti-NK1.1 instead of anti-Asialo-GM-1 antibody. In line with our previous observations, this resulted in a significant reduction in intratumoral CD8+ T cells (online supplemental figure 4C and D). Lastly, a significant reduction in the percentage of CD8+ T cells within intracranial tumors was also detected when NK cells were depleted following the first dose of PC blockade rather than throughout the experiment (figure 4F and G), demonstrating that NK cells are required for the ICB-induced increase in CD8+ T cells within intracranial tumors.

### Infiltration of CD8+ T cells into BrM is driven by chemokines

We have previously demonstrated that PC blockade in preclinical melanoma BrM models significantly increases the abundance of CD8+ T cells in intracranial tumors by enhancing their trafficking to tumors, rather than altering their proliferation and intratumoral expansion.^11^ Homing of CD8+ T cells to extracranial tumors depends on various T cell-attracting chemokines.^30^,^34^ To determine whether this is also the case in the homing of CD8+ T cells to BrM, we performed an adoptive T cell transfer experiment. CD8+ T cells isolated from tumor-bearing, PC blockade-treated mice were ex vivo labeled with CellTrace Violet (CTV), treated with vehicle (control) or Pertussis toxin to inhibit chemokine receptor-dependent signaling, and injected into tumor-bearing, PC-treated recipient mice (figure 5A). The percentage of CTV+CD8+ T cells within tumors was quantified by flow cytometry 18 hours later (figure 5B). Pertussis toxin treatment resulted in a strong and statistically significant reduction in the percentage of adoptively transferred CD8+ T cells within intracranial tumors (figure 5C), confirming that CD8+ T cell homing to BrM is chemokine dependent.

**Figure 5:**
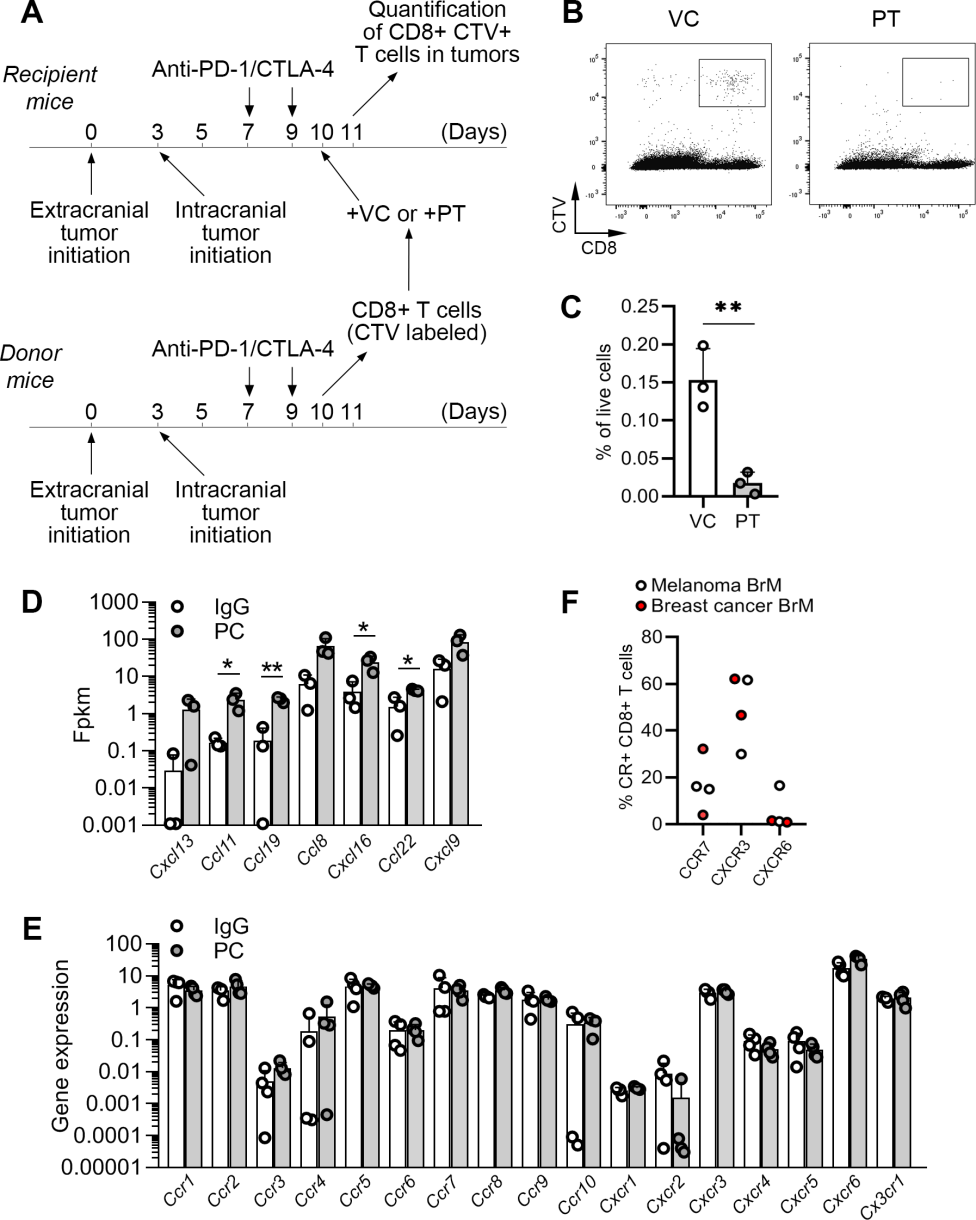
Trafficking of CD8+T cells into intracranial tumors is chemokine-dependent. (**A**) Experimental timeline for adoptive transfer of CD8+T cells. T cells isolated from donor mice were ex vivo labeled with CellTrace Violet (CTV) and treated either with pertussis toxin (PT) or vehicle control (VC) prior to their transfer into recipient mice. (**B**) Representative dot plots showing detection of adoptively transferred CTV+CD8+ T cells (following their ex vivo treatment with PT or VC) in intracranial tumors 18 hours post-transfer. (**C**) Quantification of data shown in **B**. (**D**) Analysis of chemokine gene expression in mRNA-seq data shown in figure 3. (**E**) Quantification (PCR) of chemokine receptor expression in CD8+T cells isolated from murine intracranial tumors by FACS. (**F**) Quantification of chemokine receptor expression on CD8+T cells within human brain metastases (n=2 for melanoma and n=2 for breast cancer) by flow cytometry. Statistical significances in **C** and **D** were determined by unpaired two-tailed t-test; *p≤0.05, **p≤0.01. BrM, brain metastases; CTLA-4, cytotoxic T-lymphocyte-associated protein 4; IgG, immunoglobulin G; mRNAseq, messenger RNA sequencing; PC, PD-1/CTLA-4; PD-1, programmed death-1; FACS, Fluorescence-activated cell sorting; Fpkm, Fragments Per Kilobase of transcript per Million mapped reads.

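Chemokine transcripts were compared between the 6 PC tumors, CD8L and CD8H together, and the 3 IgG tumors. Fig. 5D plots 3 PC points per gene, and the paper's text does not name which tumors they are, so all 6 are given. Cxcl9 (ENSMUSG00000029417, chromosome 5 of GRCm38 from 92321347 to 92328079), a ligand of the chemokine receptor CXCR3, found on T cells, was 285.1 ± 217 FPKM (SD, n = 6) in PC and 89.3 ± 35.1 FPKM (n = 3) in IgG tumors (exact permutation test of log2(FPKM + 0.01), two-sided p = 0.131, adjusted p = 0.667 over 7 genes). The CD8L tumors had 142.8, 69.5 and 100.2 FPKM, the CD8H tumors 579.4, 502.9 and 316.1 FPKM and the IgG tumors 129.6, 65.4 and 73.0 FPKM. Cxcl16 (ENSMUSG00000018920, chromosome 11 from 70453983 to 70459984), a ligand of CXCR6, was 21.9 ± 16.2 FPKM in PC and 11.4 ± 4.20 FPKM in IgG tumors (log2 difference 0.59, exact p = 0.452, adjusted p = 0.792). Its values were 8.74, 5.32 and 9.71 FPKM in CD8L, 43.6, 36.3 and 27.5 FPKM in CD8H and 16.1, 7.94 and 10.2 FPKM in IgG tumors. Ccl22 (ENSMUSG00000031779, chromosome 8 from 94745590 to 94751699), a ligand of CCR4, was 8.12 ± 9.33 FPKM in PC and 6.22 ± 0.734 FPKM in IgG tumors. The log2 difference was -0.26 (exact p = 0.845, adjusted p = 0.881), whereas the mean without logarithm was 1.90 FPKM higher in PC tumors. Ccl22 was 2.25, 1.86 and 3.12 FPKM in CD8L, 26.4, 6.73 and 8.36 FPKM in CD8H and 7.02, 5.57 and 6.09 FPKM in IgG tumors. Ccl19 (ENSMUSG00000071005, chromosome 4 from 42754525 to 42756577), a ligand of CCR7, was listed at 0 in the 3 CD8L tumors and in IgG tumors 1 and 2, at 0.13 FPKM in IgG tumor 3 and at 0.129, 0.0618 and 0.146 FPKM in the CD8H tumors. These are 2 counts over the IgG, 0 over the CD8L and 5 over the CD8H tumors, too few to show a difference at this depth (exact p = 0.881).
Of the other chemokines in Fig. 5D, Cxcl13 was 2.01 ± 1.64 FPKM (n = 6) in PC and 0.840 ± 0.107 FPKM in IgG tumors (exact p = 0.452), Ccl11 was 1.19 ± 1.14 and 0.598 ± 0.0760 FPKM (exact p = 0.857) and Ccl8 was 37.7 ± 53.3 and 6.45 ± 7.01 FPKM (exact p = 0.190). In CD8L tumors 1, 2 and 3, Cxcl13 was 0.494, 0.241 and 0.932 FPKM, Ccl11 was 0.210, 0.307 and 0.135 FPKM and Ccl8 was 9.56, 4.23 and 3.34 FPKM. In CD8H tumors 1, 2 and 3, Cxcl13 was 3.65, 3.88 and 2.87 FPKM, Ccl11 was 2.89, 1.89 and 1.70 FPKM and Ccl8 was 142.9, 36.4 and 30.1 FPKM. None of these 7 genes passed the exact test for the 6 PC tumors, whose smallest possible p is 0.0119. Tests of CD8H and of CD8L tumors alone were chosen after the values were seen. These tumors were separated by their CD8+ T cells, so neither test measures the effect of PC blockade alone. When CD8H tumors were set against IgG tumors, Cxcl13, Ccl11, Ccl8, Cxcl16 and Cxcl9 were higher in 3 of 3 CD8H tumors than in every IgG tumor (exact p = 0.1 each, the smallest that 3 against 3 allow). For CD8L against IgG tumors the log2 difference was 0.23 for Cxcl9, -0.51 for Cxcl16, -1.39 for Ccl22, -1.48 for Ccl11, -0.78 for Cxcl13 and 0.23 for Ccl8, with exact p from 0.1 to 0.8.

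**Figure D4:**
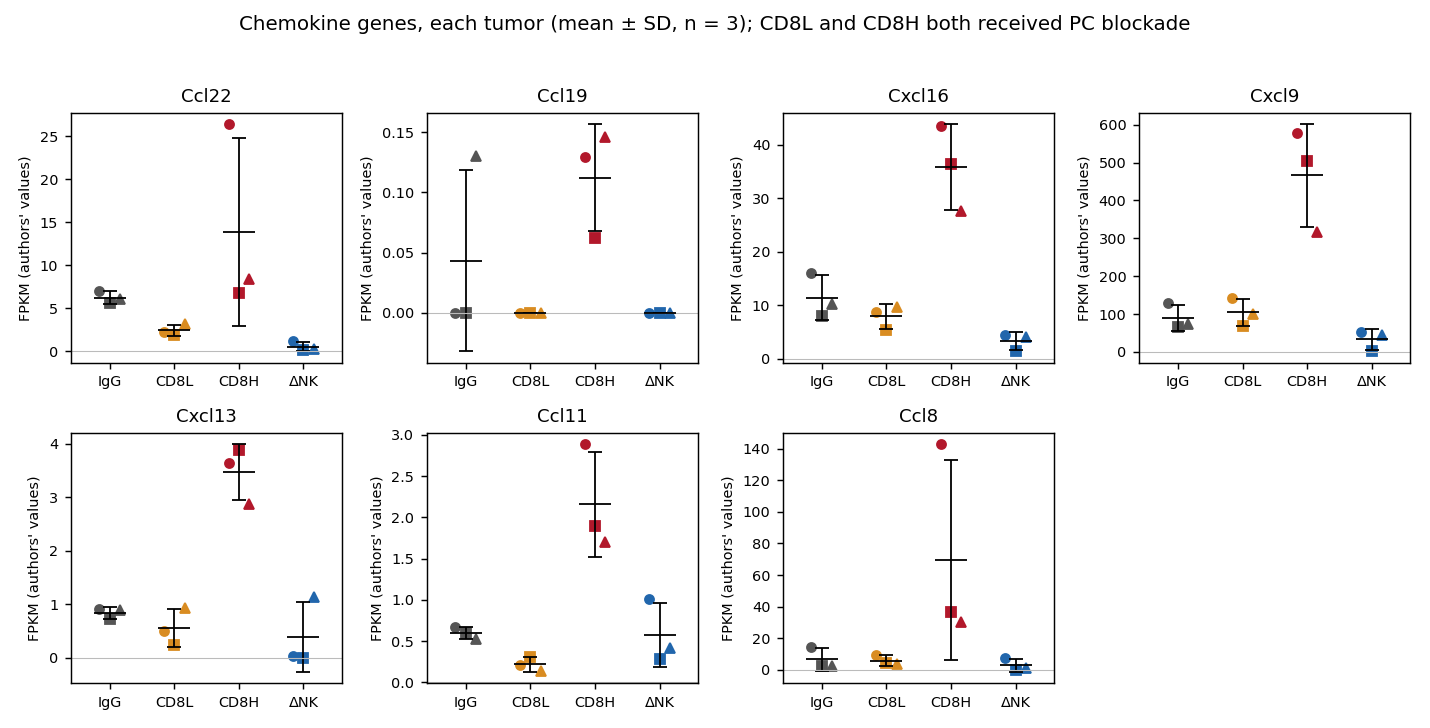
FPKM of 7 chemokine genes in each tumor (circle, square and triangle for tumors 1, 2 and 3), with the mean and SD of each group. Both CD8L and CD8H mice received PC blockade. The CD8H tumors lie above the IgG and CD8L tumors for Cxcl9, Cxcl16, Cxcl13, Ccl11 and Ccl8.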

In line with enhanced infiltration of CD8+T cells into intracranial tumors following PC blockade, we observed an increase in gene expression for several T cell attracting chemokines in intracranial tumors of PC treated as compared with the control mice, including *Ccl22*, *Ccl19* and *Cxcl16,* and a tendency for *Cxcl9* (figure 5D).

*Ccl22* is known to attract regulatory T cells (Tregs) and T helper 2 cells,^35 36^ and its upregulation was in line with our previous observations of PC-induced increase in Tregs in intracranial tumors in the two-site BrM model.^11^ However, CD4+ T cells were not functionally involved in the intracranial efficacy of PC blockade,^11^ and therefore we here focused on the other three chemokines. To determine whether cognate chemokine receptors are expressed on CD8+ T cells infiltrating intracranial tumors, the latter were isolated from PC-treated and control mice by fluorescence-activated cell sorting (FACS), followed by quantification of chemokine receptor gene expression by quantitative PCR (qPCR). Genes for chemokine receptors *Ccr7*, *Cxcr3* and *Cxcr6*, which interact with the respective T cell-attracting chemokines CCL19, CXCL9 and CXCL16, were highly expressed in CD8+T cells within intracranial tumors, with comparable expression levels in PC treated and control mice (figure 5E). Moreover, these chemokine receptors were also expressed on CD8+T cells infiltrating human BrM, as quantified by flow cytometry, with the highest expression being detected for CXCR3 (figure 5F; online supplemental figure 5A).

To assess the functional involvement of CXCR3 in CD8+T cell homing to BrM, we performed an adoptive T cell transfer experiment in which CTV-labeled CD8+ T cells were ex vivo pretreated with CXCR3 blocking antibody or IgG control prior to their transfer into recipient mice. We observed a tendency towards a reduced homing of CD8+ T cells following CXCR3 blockade, but this did not reach statistical significance in comparison to the control group (online supplemental figure 5B). Together with the observed significant reduction in CD8+ T cell homing to BrM following pertussis toxin treatment, this suggested that multiple chemokines, in addition to CXCL9/10, may be involved.

### NK cells are required for the upregulation of CD8+ T cell attracting chemokines and vascular T cell entry receptors in BrM following ICB

Because our data demonstrated that NK cells are important for the infiltration of CD8+ T cells in BrM, and this was chemokine dependent, we asked the question of whether NK cells are required for the intratumoral expression of T cell-attracting chemokines. Tumors were isolated from control mice, PC-treated mice, and PC-treated mice in which NK cells were depleted using anti-Asialo-GM1 antibody (figure 6A). Gene expression was quantified by qPCR. We observed a significant downregulation in *Cxcl9* and *Cxcl16* gene expression, and a tendency towards the reduced expression of *Ccl19*, in NK cell-depleted PC treated mice as compared with the mice treated with PC in the presence of NK cells (figure 6B). Moreover, there was a tendency towards reduced gene expression of vascular T cell entry receptors *Icam1* and *Vcam1* in NK cell-depleted mice (figure 6C). The proportion of CD8+ T cells within intracranial tumors correlated significantly with the gene expression levels of *Ccl19* and *Cxcl9*, and there was a tendency towards positive correlation with *Cxcl16* expression levels (figure 6D). In summary, these data provide evidence that NK cells are likely regulating homing of CD8+ T cells to BrM by promoting intratumoral expression of T cell-attracting chemokines and vascular T cell entry receptors.

**Figure 6:**
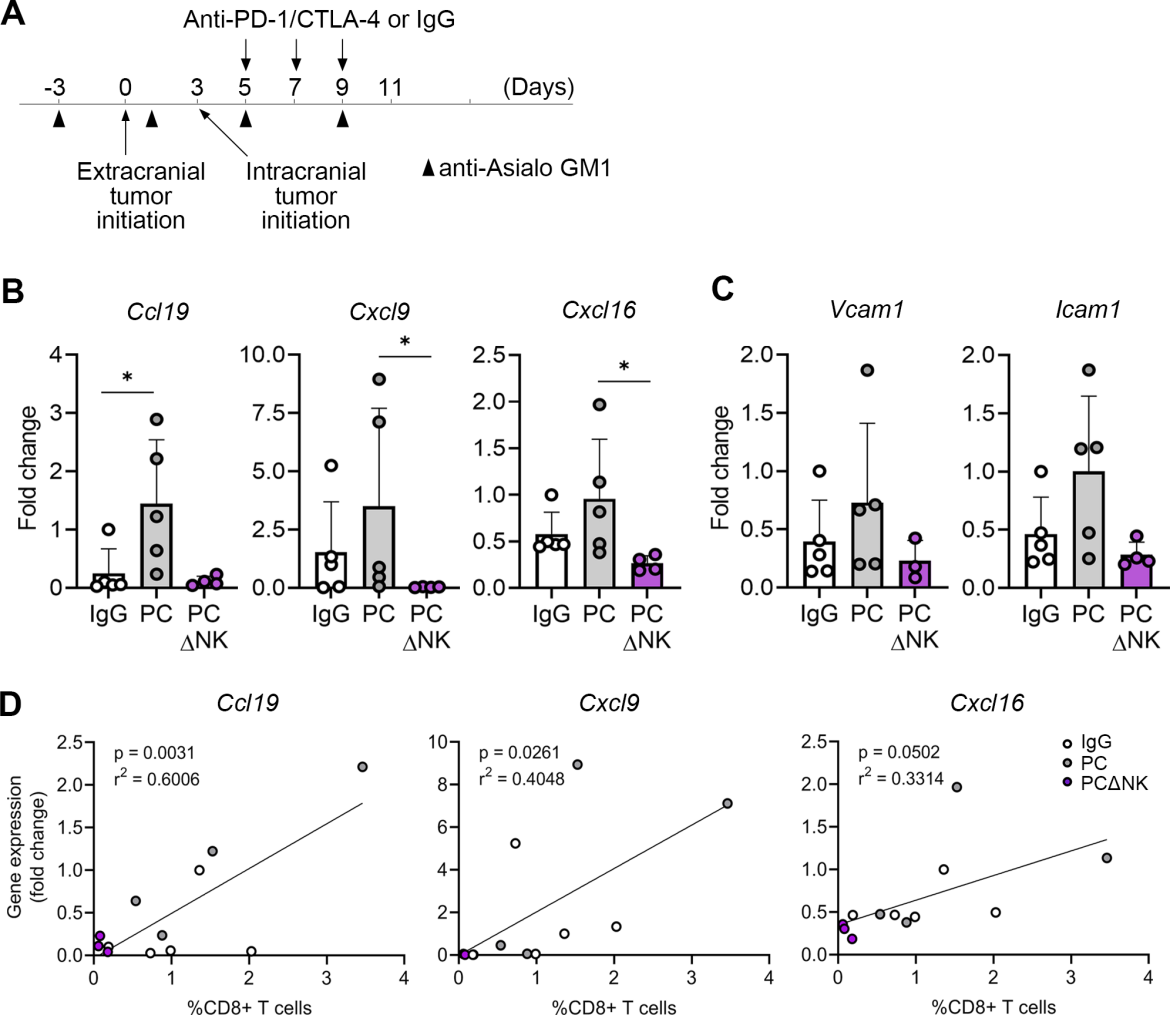
NK cells are required for the upregulation of T cell-attracting chemokines and vascular T cell entry receptors in intracranial tumors following PC blockade. (**A**) Experimental timeline and schedule for administration of anti-Asialo-GM-1 antibodies for experiments shown in **B–D**. Quantification of gene expression for T cell-attracting chemokines (**B**) and vascular T cell entry receptors (**C**) in intracranial tumors by qPCR (n=5/5/4 for IgG, PC and PCΔNK, respectively). (**D**) Correlation between the expression of chemokine genes and percentage of CD8+T cells in intracranial tumors. The fold change in **B–C** was calculated according to the ΔΔCt method (fold change=2-(ΔΔCt)) to provide relative comparison in gene expression between samples. Normalization to the expression levels of the housekeeping gene GAPDH was performed during the calculation of ΔΔCt values for each gene in each sample by subtracting the Ct value of GAPDH from the Ct value of the chemokine genes of interest. Statistical significances were determined by unpaired Kruskal-Wallis test with pairwise comparison of mean values (**B**) and one-way ANOVA (**C**); *p≤0.05. ANOVA, analysis of variance; Ct, cycle threshold; CTLA-4, cytotoxic T-lymphocyte-associated protein 4; IgG, immunoglobulin G; NK, natural killer; PC, PD-1/CTLA-4; PD-1, programmed death-1; qPCR, quantitative PCR.

In summary, our data demonstrate that NK cells play an important role in the efficacy of combined PC blockade that goes beyond direct cancer cell killing and involves reshaping of the tumor microenvironment at the cellular and molecular level as well as enhanced recruitment of CD8+ T cells.

## Discussion

While CD8+ T cells have been widely studied in the context of ICB, our understanding of how NK cells contribute to ICB efficacy is overall still limited, and the role of NK cells in ICB in BrM remains unexplored. Our study addresses this knowledge gap and provides evidence for a major role of NK cells in shaping molecular and cellular profiles of BrM in a manner that supports the activity of immune checkpoint inhibitors, including by supporting enhanced infiltration of effector CD8+ T cells.

Even though perforin was required for intracranial ICB efficacy in our BrM model, we observed only low cytotoxic activity of intracranial tumor-derived NK cells towards B16 melanoma cells. The latter has been previously shown to express MHC-I and to display a low susceptibility to direct NK cell-mediated killing.^37^ In line with this, we observed MHC-I expression by the majority of CD45- cells within intracranial B16 tumors (data not shown). The use of an MHC-I positive model with low susceptibility for direct killing by NK cells in our study allowed for exposure of cytotoxicity-unrelated roles of NK cells in intracranial ICB activity. While a tendency towards reduced abundance was observed for several intratumoral immune cell populations following NK cell depletion, CD8+ T cell abundance was affected most severely, and this was the only immune cell population that was statistically significantly reduced. Because ICB-induced increase in intratumoral CD8+ T cells was chemokine-dependent and the expression of T cell attracting chemokines in tumors was impaired following NK cell depletion, our data strongly suggest that NK cells are responsible for the recruitment of CD8+ T cells by upregulating intratumoral chemokine expression. In our analysis we focused on *Ccl19*, *Cxcl9* and *Cxcl16*, because these chemokines were upregulated in BrM following PC blockade and have been previously implicated in the attraction of T cells to tumors.^30^,^34^ The three cognate chemokine receptors CXCR3, CCR7 and CXCR6 were highly expressed on tumor-infiltrating CD8+ T cells in our preclinical model. We also observed a variable expression of these chemokine receptors on CD8+ T cells within human BrM samples, suggesting a potential interpatient heterogeneity and potential variability in chemokines and/or chemokine combinations driving CD8+ T cell infiltration into melanoma BrM. While we also observed upregulation of the Treg-attracting chemokine *Ccl22* following PC blockade, depletion of CD4+ T cells in this model in our previous study had no effect on the intracranial efficacy of PC blockade,^11^ suggesting that Tregs do not play a major role in this context.

Notably, NK cells could be recruiting CD8+ T cells into tumors directly or indirectly. NK cells have been previously shown to recruit dendritic cells via Ccl5, Xcl1 and Flt3l,^38 39^ and dendritic cells, as well as macrophages, are known to express T cell-attracting chemokines Cxcl9 and 10.^31 40 41^ Thus, the recruitment of CD8+ T cells to tumors by NK cells could be indirect.

Expression of PD-1 on tumor-associated murine and human NK cells is well established,^14^,^17^ and there is also some evidence for CTLA-4 expression on NK cells.^18^,^20^ Both PD-1 and CTLA-4 on NK cells have been shown to inhibit their cytotoxic activity towards cancer cells and their cytokine production.^14^,^20^ Thus, anti-PD-1 and anti-CTLA-4 in our model are likely acting on NK cells directly. Alternatively, anti-CTLA-4 could also activate NK cells indirectly via the depletion of Tregs.^42^ One thing that remains unclear is where the interaction between therapeutic antibodies and NK cells takes place, especially considering potentially limited access of therapeutic antibodies to the brain. We have previously shown that in a two-site BrM model, PC blockade activates and expands CD8+ T cells extracranially, suggesting that therapeutic antibodies don’t necessarily need to access the brain for their efficacy. Whether this is also the case for NK cells remains to be determined in future studies.

We observed that tumor molecular profiles following PC blockade were very similar between tumors that failed to respond to therapy and those that were depleted of NK cells. Pathways related to antigen processing and presentation, NK cell-mediated cytotoxicity, and cytokine–cytokine receptor interaction were downregulated in these tumors as compared with tumors that responded to PC blockade. This suggested that NK cells are required for the establishment of intracranial tumor molecular profiles that support response to ICB. 

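Against CD8L tumors, edgeR called 8 of 13 MHC class II genes higher in CD8H tumors (13 adjusted over the list alone, median log2 fold change 2.44, adjusted p = 0.209 with an estimated correlation). Of 22 MHC class I genes 7 were higher and 0 lower (13 and 1 adjusted over the list alone, median 1.29, adjusted p = 0.354 with an estimated correlation). Of 22 NK cell receptors 10 were higher (16 adjusted over the list alone, median 2.19), of 14 cytotoxic effectors 10 (12 adjusted over the list alone, median 3.01) and of 53 cytokines and receptors 29 (44 adjusted over the list alone, median 2.02), each with adjusted p = 0.202 with an estimated correlation. CD8H and CD8L tumors were separated by their CD8+ T cells, so the effector genes are not independent of that choice. RNA of whole tumor tissue does not tell which cells the NK cell receptor transcripts came from. These genes may therefore not be independent of that choice either. Of 50 NF-kappa B genes 23 were higher and 1 lower (32 and 1 adjusted over the list alone, median 0.94, adjusted p = 0.253 with an estimated correlation). Psmb8 was 192 ± 83.3 CPM (SD, n = 3) in CD8H and 38.1 ± 13.5 CPM in CD8L tumors, and Il2rg (ENSMUSG00000031304, chromosome X of GRCm38 from 101264378 to 101268255) was 55.4 ± 13.3 and 14.9 ± 2.94 CPM. Their log2 fold changes were 2.33 (standard error 0.56, edgeR adjusted p = 0.0299) and 1.89 (standard error 0.30, edgeR adjusted p = 0.0165). Against NK cell-depleted tumors 12 of the 13 class II genes were higher (13 adjusted over the list alone, median 4.04, adjusted p = 0.143 with an estimated correlation). Of the class I genes 19 were higher and 1 lower (the same adjusted over the list alone, median 2.80, adjusted p = 0.171 with an estimated correlation). Of the NK cell receptors 21 were higher (22 adjusted over the list alone), with a median of 5.73, or 5.28 with the 2 genes at 0 counts set to 3 counts over the group. The depletion itself lowers these receptor genes in that group. Of the effectors 12 were higher (13 adjusted over the list alone, median 5.78, or 5.46 with genes at 0 counts set to 3 counts) and of the cytokines and receptors 46 (46 adjusted over the list alone, median 2.95). These 3 lists had adjusted p = 0.143 with an estimated correlation. NF-kappa B signaling held 34 higher and 2 lower genes (35 and 5 adjusted over the list alone, median 1.32, adjusted p = 0.184 with an estimated correlation). Il2rg was 7.43 ± 2.38 CPM in NK cell-depleted tumors. Immune cell markers moved with these lists. The mean log2 CPM of macrophage markers was 6.43, 6.12 and 5.59 in CD8H, 4.78, 3.84 and 4.31 in CD8L and 4.18, 2.36 and 3.97 in NK cell-depleted tumors. That of T cell markers was 5.41, 4.46 and 4.15, then 1.97, 0.48 and 2.50, then 0.51, -1.69 and 0.12. Whether these changes reflect cell numbers was not tested here. By flow cytometry the paper found fewer CD8+ T cells and CD45+ cells after NK cell depletion under PC blockade. Shares of macrophages, microglia and CD4+ T cells did not change significantly there. RNA levels and cell shares are different measures. In all, edgeR called 1939 genes between CD8H and CD8L tumors (1045 higher, 894 lower) and 5250 between CD8H and NK cell-depleted tumors (2719 higher, 2531 lower). By smallest adjusted p, Trbv2 (4.50), Gm15056 and Gm37975 led the rises over CD8L tumors. Gm15056 was counted 147 times over the 3 CD8H and 2 times over the 3 CD8L tumors, 71.7 times as much at equal depth (exact 95% counting interval 19.5 to 598). Gm37975 was counted 58 times and 1 time, a ratio of 56.6 (exact 95% counting interval 9.77 to 2274). Bhmt (-4.07), which remethylates homocysteine, led the falls. Over NK cell-depleted tumors Adgrg5 rose by 6.23, and Padi2 (-1.76) and Angpt2 (-1.45), a ligand of the endothelial receptor TIE2, fell. The calls between CD8H and CD8L tumors rest on few libraries: 0 genes were called without CD8L tumor 1 or 2, 2 without CD8H tumor 1, 718 without CD8H tumor 2 and 4014 without CD8L tumor 3, and 0 in a fit of the 6 compared libraries alone, whereas DESeq2 called 4199. Between CD8H and NK cell-depleted tumors 3412 genes were called without ΔNK tumor 1.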

Interestingly, NK cells have been previously shown to be required for early tumor polarization towards cancer inhibitory inflammation and for recruitment of CD8+ T cells during natural antitumor immunity observed specifically in cyclooxygenase-deficient tumors.^43^ Moreover, NK cells were also involved in the reshaping of the tumor microenvironment into one responsive to ICB through sensitization therapy consisting of IFNγ, anti-IL-10 and TLR3 agonist poly-IC in subcutaneous tumor models.^21^ Overall, these studies together with our data suggest that NK cells promote tumor molecular profiles supportive of antitumoral immune responses and ICB activity in various contexts. These findings have potentially important therapeutic implications in the context of ICB, as well as in the context of adoptive T cell and NK cell therapies. For example, intraperitoneal injection of induced pluripotent stem cell (iPSC)-derived NK cells have been shown to enhance the recruitment of both CD4+ and CD8+ T cells to the peritoneum in tumor-naïve mice, and iPSC-derived NK cells also enhanced the efficacy of PD-1 blockade in tumor-bearing mice in ovarian cancer model.^44^ Thus, combining NK cell therapies with ICB in the context of BrM may be a good strategy to improve therapeutic efficacy. Further studies into molecular characteristics of NK cells and how these could be manipulated to achieve the best therapeutic vehicles will be required to inform such strategies further.

### Declarations

#### Ethics approval and consent to participate

Consent from all patients donating BrM tissue was obtained. All animal procedures were approved by the Animal Welfare and Ethical Review Committee (University of Leeds) and performed under the approved UK Home Office project license in accordance with the Animal (Scientific Procedures) Act 1986 and the UK National Cancer Research Institute Guidelines for the welfare of animals.^45^

## supplementary material

10.1136/jitc-2024-009522 online supplemental file 1

## Data Availability

Data are available in a public, open access repository.

How the deposited data were processed for this re-analysis (not part of the article)

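Bulk mRNA-seq of intracranial melanoma tumors was analysed from 12 libraries, 3 each of IgG, CD8L, CD8H and NK cell-depleted tumors from separate mice. Sample groups were taken from the sample labels and the paper. The authors aligned paired-end reads to GRCm38.p6 with STAR 2.6.1d, assembled transcripts with StringTie 1.3.3b and made the deposited counts per gene with featureCounts 1.5.0-p3. The authors also deposited FPKM values per gene, which are counts scaled by gene length and library size, and tested differential expression with DESeq2 1.26.0. The strand setting of the counting and the annotation release are not given in the sources used here, so a gene and an overlapping antisense gene cannot be told apart. Gene names, biotypes and coordinates were taken from the deposited table.
The counts were tested as deposited with edgeR 4.0.16 (R 4.3.3), by the quasi-likelihood test with TMM normalization in a fit of all 12 libraries with 8 residual degrees of freedom. Genes with low counts were removed with edgeR's filterByExpr, which kept 17320 of 54532 genes. Calls needed a p and a Benjamini-Hochberg adjusted p of at most 0.05. There were 8 comparisons, the 6 pairs of groups, CD8H against the mean of the 3 other groups, and PC (CD8L and CD8H) against IgG. The biological coefficient of variation was 0.253. Levels are CPM after TMM normalization, as mean and SD, and log2 CPM used a prior count of 2. Chemokines were compared on the authors' FPKM with an exact permutation test of log2(FPKM + 0.01), a scale on which differences of genes near 0 depend on the pseudocount. Libraries were clustered on z-scored log2(FPKM + 1) with Euclidean distance and complete linkage.
Lists of genes (36) were written for the pathways the paper names, for other immune, tumor and metabolic programs and for cell types the samples could hold. Where the paper drew a pathway from these same data, counts adjusted over its list alone are no independent support. They were tested with limma 3.58.1 (camera with a preset correlation of 0.01 and with an estimated correlation, and fry) and fgsea 1.28.0, and 34 had at least 3 tested members. In the neutrophil list only S100a9 and Csf3r passed the filter and in the sex-linked list only Xist. The text names the genes the paper names for these data, the 8 called genes with the largest rise and the 8 with the largest fall among genes without overlap between groups and with a mean log2 CPM of at least 2 (for CD8H against the 3 other groups and NK cell-depleted against CD8L), up to 4 members per list with the smallest p, and the 3 called genes with the smallest adjusted p in each direction for the other comparisons. Ratios to groups with 1 to 3 counts carry exact 95% intervals for counting error only, and a group at 0 was set to 3 counts over its libraries.
Alternatives were DESeq2 1.42.0, limma voom with sample quality weights, other normalization, filters and pseudocounts, fits of the compared libraries alone, the replicate number as a block, other clustering settings, and leaving out each library. Total counts per library were between 16336993 and 26416214. Pairs of replicates differed by more than sampling noise, with chi-square values of 16.5 to 151 per degree of freedom, so no library was counted as a copy of another. The edgeR steps were tested on simulated counts with 200 changed genes among 17320. The STRING network, flow cytometry and qPCR of the paper were not analysed here.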

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

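The rule that selected the list signals and the tests on the share of tumor cells and on immune cells in ΔNK tumor 2, and the reading of numbers that stay at 0 by the share recovered in simulated counts, were chosen only after the result was seen.
Lists other than those taken from the pathways that the paper reports for these mRNA-seq data had medians away from 0 against IgG tumors, with few or 0 members called over all genes and none of the lists passing with an estimated correlation. The lists were selected for passing both camera with the preset correlation and directional fry (fry adjusted p from 0.0162 to 0.0459), so these passes are no further support. In CD8H tumors the median log2 fold change was 1.97 for 12 checkpoint genes, 2.80 for 20 T cell markers, 2.06 for 7 regulatory T cell markers and 1.87 for 9 B cell markers (adjusted p = 0.141 each with an estimated correlation in limma's camera). By edgeR 2 checkpoint genes (Havcr2 and Entpd1), 2 T cell markers (Cd8a and Lat), 2 regulatory T cell markers (Ikzf2 and Tnfrsf4) and 1 B cell marker (Ms4a1) were called higher, named here after their values were seen (11, 17, 6 and 8 adjusted over the list alone). In ΔNK tumors the median was -1.26 for 26 type I interferon genes, -2.11 for checkpoint genes, -2.27 for T cell markers, -1.28 for regulatory T cell markers, -1.22 for B cell markers, -2.05 for 12 dendritic cell markers and -1.27 for 10 microglia markers (adjusted p from 0.165 to 0.205 with an estimated correlation in limma's camera), and edgeR called 0 of their members (12, 10, 17, 2, 3, 8 and 8 lower adjusted over the list alone, in this order), where over all genes 2590 had an unadjusted p of at most 0.05, DESeq2 called 922 and limma voom 1374. In the same tumors 18 neuron, 11 astrocyte and 14 oligodendrocyte markers had medians of -2.03, -1.29 and -1.32 against IgG, with 0 members called by edgeR, also adjusted over the list alone (adjusted p = 0.413, 0.351 and 0.520 with an estimated correlation). The mean of the type I interferon list was 5.57, 3.37 and 5.90 log2 CPM in ΔNK tumors 1, 2 and 3 and 7.07, 6.05 and 6.44 in IgG tumors. ΔNK tumor 2 thus carried much of that fall. Among the 6 PC tumors, CD8H tumor 1 lay far from the others in Ccl8, at 142.9 FPKM with the nearest at 36.4, and in Ccl22, at 26.4 FPKM with the nearest at 8.36. The gap was 0.763 and 0.735 of the range, above Dixon's limit, which chance passes in about 1 of 20 groups drawn from 1 population. These 6 hold CD8L and CD8H tumors, chosen to differ, and 7 genes were examined.
Of 70 genes of oxidative phosphorylation, 24 of the citrate cycle and 21 of sterol synthesis, edgeR called 24, 20 and 16 lower in CD8H tumors (46, 24 and 18 adjusted over the list alone, adjusted p = 0.364, 0.205 and 0.167 with an estimated correlation), with a median log2 fold change of -0.49 over the 3 lists. With the mean of neuron markers as a covariate this median was -0.43 (standard error 0.0339). Most of the fall stayed, which argues against brain tissue, as these markers measure it, as the whole cause. The standard errors here are over genes taken as independent and hold no spread among tumors. CD8H tumor 2, the highest in neuron markers, also had the lowest mean of oxidative phosphorylation genes (6.39 log2 CPM). A lower share of tumor cells stays open. The median of the 3 lists minus that of melanocyte markers was -0.24 (standard error 0.182), within its spread. The response to PC blockade, which the design names, also stays open and was not tested.
No gene was called between ΔNK and CD8L tumors by edgeR, where 1052 had an unadjusted p of at most 0.05, limma voom called 0 and DESeq2 151. With the neuron marker covariate 0 were called, and without any 1 of the 6 libraries the highest number was 0. Neither reached the number set before the data were examined as a sign of its cause. In simulated counts of all 12 libraries the test recovered 34% of genes changed 2-fold and 68% of those changed 4-fold. The fits with the covariate or with a library left out were not simulated. Numbers that stay at 0 therefore exclude neither brain tissue nor a single library as the cause, and both stay open. That the groups were alike was not tested.
Interferon gamma response and MHC genes were lowest in ΔNK tumor 2. The median difference of the interferon gamma list from the other ΔNK tumors was -3.76, and -3.72 (standard error 0.277) after thinning to the lowest total, which argues against depth for this list. It lay 2.04 lower on the log2 scale than macrophage and T cell markers (a difference of -2.04, standard error 0.366). That comparison assumes that the list falls in step with the number of immune cells. This was not tested, so fewer immune cells stays open for this list. Both standard errors are over genes taken as independent, and ΔNK tumor 2 is 1 library, so they hold no spread among tumors. The MHC class I and class II lists differed by -2.14 and -2.44, next to -1.85 for T cell and -1.62 for macrophage markers. For them too fewer immune cells stays open, and depth was tested on the interferon gamma list alone. No biological explanation was tested, since the design gives none within a group.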

How the results depend on the processing

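The fits with neuron markers, the further forms of DESeq2 and the regression before clustering were chosen after the data were seen. Of 5070 values of named genes under alternatives, 4681 kept their direction and their side of the threshold, 282 no longer passed, 94 newly passed and 13 reversed. The cause of the changes was not tested. Tumors with the same replicate number had correlations of deviations from -0.36 to 0.73 (mean 0.233, against -0.119 for other pairs), 11 of 18 were above 0.1 and 8 of 12 libraries correlated best with their own number, a hint from the data and not the design. All 3 pairs were above 0.1 between CD8L and ΔNK tumors, where the replicate block called 0 genes, and in none of the 5 other comparisons of groups. With the replicate block, 2923 genes were called for CD8H against CD8L, 884 for CD8H against IgG and 34 for ΔNK against IgG. Counting error limits the precision of ratios for the 9 of 22 NK cell receptor genes with 3 or fewer counts over the ΔNK tumors.
For CD8H against the 3 other groups, limma voom called 7099 genes. For CD8H against CD8L, DESeq2 called 4199, limma voom 3870, the compared libraries alone 0, the neuron marker covariate 2997 and leaving out the library highest in neuron markers of each group 1102. Leaving those out gave 3081 for CD8H against ΔNK. For CD8H against IgG, DESeq2 called 2088 (1137 on the compared libraries with every gene of at least 1 read, a change of library set and filter together, as in the other such values below), limma voom 2606, no filter 300, a filter of 1 CPM in 3 libraries 231, the compared libraries alone 0, the covariate 1550 and the fit without the highest neuron libraries 0. For CD8L against IgG, DESeq2 called 1 and, on the compared libraries, 2. For ΔNK against IgG, DESeq2 called 922 (2085 on the compared libraries), limma voom 1374, no filter 12, the compared libraries alone 28, and the covariate and the fit without the highest neuron libraries 0 each. For PC against IgG, DESeq2 called 20 and 37. For ΔNK against CD8L, DESeq2 called 151 on 12 libraries (158 at alpha 0.05, 100 and 96 with every gene of at least 1 read) and 41 on the compared libraries with every gene of at least 1 read (40 at alpha 0.05), or 17 and 19 with the filter used for edgeR.
With an estimated correlation, adjusted p for CD8H against the 3 other groups was 0.194 for MHC class I, 0.158 for MHC class II, 0.108 for NK cell receptors, cytotoxic effectors and cytokines, 0.190 for NF-kappa B, 0.205 for the citrate cycle, 0.364 for oxidative phosphorylation, 0.167 for sterol and 0.207 for branched-chain amino acid genes. Against CD8L it was 0.354 for MHC class I (fry 0.0647), 0.209 for MHC class II and 0.202 for NK cell receptors, effectors and cytokines, and against ΔNK 0.171 for MHC class I and 0.143 for MHC class II, NK cell receptors, effectors and cytokines. For ΔNK against CD8L it was 0.0718 for MHC class I (fry 0.0685), 0.0690 for MHC class II (fry 0.0595), 0.0639 for NK cell receptors (fry 0.0511) and 0.0690 for effectors (fry 0.0571). Where no value of directional fry is given here, the list passed it at 0.05 in the same direction.
Reversals were the effectors for CD8L against IgG (limma's camera, adjusted p = 0.994 with the covariate and 0.640 without the highest neuron libraries), Cxcr3 for ΔNK against CD8L (0.29 without those libraries), and Gzmf (-0.18) and Icos (-0.22) for CD8L against IgG by limma voom. Ccl22 in PC tumors was 1.90 FPKM higher without logarithm. The distance of CD8H tumors over that among the others was 1.41 over all genes (2.02 over called genes), and that of ΔNK to CD8L over ΔNK to IgG was 0.918 over all genes, 0.664 by Pearson correlation and 0.908 after the regression (0.814 over called genes).
Leaving out 1 library gave 2695 to 7061 genes for CD8H against the 3 other groups, 0 to 4014 against CD8L, 3412 to 6387 against ΔNK, 0 to 757 against IgG and 0 to 5 for ΔNK against IgG. Adjusted p of lists by limma's camera with the preset correlation for CD8L against IgG was 0.0178 to 0.936 for MHC class I, 1.86e-11 to 0.0984 for NK cell receptors, 0.00861 to 0.945 for effectors and 0.00848 to 0.915 for T cell markers, and 2.39e-04 to 0.0928 for melanocyte markers in CD8H. With an estimated correlation it was 0.926, 0.555, 0.926, 0.838 and 0.425 on all libraries, in this order, and the direction for CD8L against IgG reversed in 2 of these 12 fits for MHC class I, 4 for effectors and 2 for T cell markers. Log2 differences were -0.26 to 0.61 for Ccl11, -0.14 to 1.77 for Ccl19 and -0.73 to 0.0393 for Ccl22 in PC against IgG (edgeR -0.55 to 0.11 for Ccl22), -4.37 to 0.0671 for Cxcl13 and -0.46 to 0.23 for Cxcr3 in ΔNK against CD8L, and -0.00758 to 0.95 for Gzmb in CD8L against IgG.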

Differences from the paper's values

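The further forms of DESeq2, the tests of single groups against IgG and the regression on neuron markers were chosen only after the result was seen. For the number of differentially expressed genes between NK cell-depleted and CD8L tumors the paper's value is 40, and edgeR called 0 at the paper's thresholds. None of the 19 alternatives set before the data were examined came within the paper's value, with 0 in 18 of them and 151 by DESeq2 on 12 libraries. DESeq2 on the compared libraries with every gene of at least 1 read called 41, and the same with an alpha of 0.05 called 40, and both settings were chosen after seeing the values. The 8 forms of DESeq2 called from 17 to 158 genes.
Of 14 mean FPKM values plotted in Fig. 5D, 8 differed from those computed here. A difference had to exceed 1 SD of the tumors and a set ratio, and for PC tumors also the IgG background. The SD of PC tumors spans CD8L and CD8H tumors, chosen to differ. Read by eye in Fig. 5D, PC means were about 85 for Cxcl9 against 285.1 here and about 4.3 for Ccl22 against 8.12. For Ccl8 they were about 66 against 37.7. These lay within that SD and did not count, which does not show that they agree. For IgG tumors, the paper's mean is about 0.027 in Fig. 5D, read by eye, for Cxcl13, against 0.840 here. It is about 0.17 in Fig. 5D, read by eye, for Ccl11 against 0.598, about 0.18 for Ccl19 against 0.0434, about 3.8 for Cxcl16 against 11.4, about 1.5 for Ccl22 against 6.22 and about 16 for Cxcl9 against 89.3. Leaving out any 1 of the 3 IgG tumors did not bring these within the paper's values. For PC tumors, the paper's mean is about 2.4 in Fig. 5D, read by eye, for Ccl11 against 1.19 here, and without CD8L tumor 1, 2 or 3 the difference no longer held. It is about 2.4 in Fig. 5D, read by eye, for Ccl19 against 0.0561 here, and leaving out any 1 of the 6 PC tumors did not bring it within the paper's value. Fig. 5D plots 3 PC tumors, and the values here are over 6. Of 20 sets of 3 PC tumors, the closest differed from the plotted points by a mean absolute log2 difference of 1.52. The 3 IgG tumors, where no choice was made, differed by 1.89. The choice of 3 PC tumors therefore does not account for the differences in IgG tumors. Nor does it for Ccl19, where the highest PC tumor was at 0.146 FPKM. It can account for Ccl11, which was 2.16 ± 0.637 FPKM (SD, n = 3) in the CD8H tumors.
The paper states that Ccl22, Ccl19 and Cxcl16 rose after PC blockade. Over all 6 PC tumors Cxcl16 differed from IgG by 0.59 and Ccl22 by -0.26 on the log2 scale. Ccl19 differed by 0.50 with a pseudocount of 0.01 FPKM, by 0.0174 with 1 FPKM and by 0.0246 with values below 0.1 FPKM set to 0.1. None passed the exact test, while Cxcl16 was higher in 3 of 3 CD8H tumors, chosen for their CD8+ T cells, than in every IgG tumor. The paper states that NK cell-depleted tumors clustered with CD8L tumors, and here CD8L tumors 1 and 2 lay with them and CD8L tumor 3 with the IgG tumors at 3 branches. With average linkage, with genes called by DESeq2 and over all genes the IgG, CD8L and ΔNK tumors shared 1 of 3 branches. At 4 branches the first 2 of these settings gave the division above, and over all genes IgG tumor 1 lay with CD8L tumors 1 and 2 and the ΔNK tumors. After the regression all CD8L and ΔNK tumors shared a branch with IgG tumors 2 and 3. The mean log2 CPM of neuron markers was 5.10 in CD8L tumor 3, 5.78 in IgG tumor 2 and 5.43 in IgG tumor 3, against 2.38 in IgG tumor 1 and 2.54 and 2.72 in CD8L tumors 1 and 2.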

Other observations

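The group tests of chemokines were chosen only after the result was seen. All 20 T cell markers, 7 regulatory T cell markers, 9 B cell markers and 12 checkpoint genes were higher by edgeR in CD8H tumors against the mean of the 3 other groups (20, 7, 9 and 12 adjusted over the list alone), with median log2 fold changes of 3.55, 2.47, 2.67 and 2.82 (adjusted p = 0.108 each with an estimated correlation). T cell lists are not independent evidence against CD8L tumors. Foxp3 rose by 2.36, Ms4a1, a B cell surface antigen, by 3.87 and Havcr2 by 2.14. Nos2, inducible nitric oxide synthase, lies on chromosome 11 of GRCm38 from 78920787 to 78960254 and was 28.9 ± 18.4 CPM (SD, n = 3) in CD8H tumors, 1.65 ± 0.552 in IgG, 2.08 ± 0.793 in CD8L and 1.35 ± 0.697 CPM in NK cell-depleted tumors. It is among 17 of 19 macrophage markers that were higher (18 adjusted over the list alone, median 1.73, adjusted p = 0.166 with an estimated correlation). Of 12 dendritic cell markers 8 were higher (9 adjusted over the list alone, median 2.19, adjusted p = 0.166 with an estimated correlation), and of 10 microglia markers 6 (8 adjusted over the list alone, median 1.06, adjusted p = 0.364 with an estimated correlation). Interferon gamma response genes were higher for 27 of 28 (28 adjusted over the list alone, median 2.27, adjusted p = 0.190 with an estimated correlation) and type I interferon genes for 23 of 26 (26 adjusted over the list alone, median 1.34, adjusted p = 0.233 with an estimated correlation). Over IgG tumors alone edgeR called 1 of 19 macrophage (Nos2), 0 of 12 dendritic cell and 0 of 10 microglia markers (15, 4 and 0 adjusted over the list alone, median 1.18, 1.09 and 0.52, adjusted p = 0.213, 0.264 and 0.652 with an estimated correlation). Of the interferon gamma and type I interferon genes it called 1 each there, Gbp2b and Ifit2, named after their values were seen (14 and 1 adjusted over the list alone, median 1.77 and 1.06, adjusted p = 0.242 and 0.282 with an estimated correlation).
Of 21 proliferation genes 14 were lower in CD8H tumors (21 adjusted over the list alone, median -0.70, adjusted p = 0.246 with an estimated correlation), with Bub1 at -0.88 and Ccna2 at -0.86. Their mean was 7.15, 6.12 and 7.16 log2 CPM in CD8H tumors 1, 2 and 3 and 7.25 to 7.80 in the other tumors, so CD8H tumor 2 lay far lowest. Lists with few calls were glycolysis (1 higher and 2 lower of 17, 1 and 0 adjusted over the list alone, median -0.22, adjusted p = 0.679 with an estimated correlation), hypoxia (1 and 2 of 12, 1 and 2 adjusted over the list alone, median 0.26, with camera's direction downward, adjusted p = 0.947 with an estimated correlation), endothelial markers (1 and 2 of 17, 0 and 0 adjusted over the list alone, median -0.01, adjusted p = 0.859 with an estimated correlation) and pericyte and fibroblast markers (3 and 1 of 10, 3 and 3 adjusted over the list alone, median 0.85, adjusted p = 0.896 with an estimated correlation). Of 10 dissociation stress genes 4 were higher (5 adjusted over the list alone, median 0.81, adjusted p = 0.374 with an estimated correlation). By edgeR 0 of 13 mitochondrially encoded genes (median 0.16) and 0 of 5 erythrocyte markers (median -0.19) were called, also adjusted over the list alone (adjusted p = 0.945 and 0.896 with an estimated correlation). Csf3r rose by 1.93 and S100a9 was at 1.54 (edgeR adjusted p = 0.181). Xist rose by 1.89, at 7.70, 9.29 and 7.65 log2 CPM in CD8H tumors and 5.08 to 7.70 in the other tumors. The paper used male and female mice, and the sex of each mouse was not among the sample details used here.
For genes the paper measured by qPCR, NK cell-depleted against CD8L tumors gave log2 fold changes of -1.60 for Cxcl9, -1.24 for Cxcl16, -0.91 for Icam1 and -1.23 for Vcam1, and Ccl19 had 0 counts in both groups. The paper's qPCR compared NK cell-depleted with other PC-treated mice. For CD8H against NK cell-depleted tumors the log2 fold changes were 3.68 for Cxcl9, 3.35 for Cxcl16, 2.93 for Icam1 and 3.56 for Vcam1 (edgeR adjusted p = 0.0135, 0.00127, 0.00182 and 0.00262). In that comparison 16 of 28 chemokines and 5 of 6 vascular T cell entry receptors were higher (18 and 5 adjusted over the list alone, median 2.38 and 1.91, adjusted p = 0.171 and 0.158 with an estimated correlation). For Ccl5, Xcl1 and Flt3l, which the paper cites from earlier work on NK cells, NK cell-depleted against CD8L tumors gave -0.50, -3.08 and -1.19. None of these genes was called by edgeR between NK cell-depleted and CD8L tumors. Between CD8L and IgG tumors Vwf was lower adjusted over the list of endothelial markers alone (-1.28, standard error 0.24), 1 of 17 with a median of -0.40 (adjusted p = 0.325 with an estimated correlation). So were 2 of 10 pericyte and fibroblast markers, Col1a1 (-3.27, standard error 0.93) and Col1a2 (-1.99, standard error 0.63), with a list median of -0.92 (adjusted p = 0.183 with an estimated correlation), and 2 of 5 erythrocyte markers, Hba-a2 (-2.20, standard error 0.63) and Hba-a1 (-1.26, standard error 0.42), with a list median of -0.84 (adjusted p = 0.499 with an estimated correlation). Over all genes edgeR called none of these. Brain cell levels also differed among these tumors. The mean log2 CPM of microglia markers was 3.61, 3.00 and 4.39 in CD8L and 3.86, 4.71 and 4.54 in IgG tumors. That of astrocyte markers was 4.28, 4.50 and 6.05 in CD8L and 4.84, 6.24 and 6.07 in IgG tumors. Of 21 sterol genes 15 were higher in NK cell-depleted than IgG tumors adjusted over the list alone (median 0.63, adjusted p = 0.188 with an estimated correlation). For PC against IgG, edgeR called 0 genes, with 724 at an unadjusted p of at most 0.05, limma voom 0 and DESeq2 20.
Other splits of the same libraries were counted for each comparison. For CD8H against the 9 other libraries the real split called 4105 genes and the highest of the other splits, among 100, 196 (1 split as large, the real one), so a grouping at random can be excluded. CD8H tumors were chosen for the CD8+ T cells of these same tumors, so this does not exclude that the choice alone set the groups apart. For 3 against 3 libraries the 10 splits are too few for a share under 0.05. The real value and the highest other were 1939 and 1675 for CD8H against CD8L (1 split as large), 5250 and 0 for CD8H against ΔNK (1), 129 and 22 for CD8H against IgG (1) and 3 and 0 for ΔNK against IgG (1). For CD8L against IgG and for ΔNK against CD8L the real split and the highest other called 0, so all 10 splits call at least as many and the count decides nothing. The split of CD8H and CD8L libraries with 1675 genes set CD8L 1, CD8L 2 and CD8H 1 apart, the libraries lowest in neuron markers. For PC against IgG the real split called 0, so all 84 splits call at least as many and the count decides nothing. The highest, 2419, set the 3 CD8H libraries against the rest, a structure of the samples.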
